# Zeb2 Regulates Myogenic Differentiation in Pluripotent Stem Cells

**DOI:** 10.3390/ijms21072525

**Published:** 2020-04-05

**Authors:** Ester Sara Di Filippo, Domiziana Costamagna, Giorgia Giacomazzi, Álvaro Cortés-Calabuig, Agata Stryjewska, Danny Huylebroeck, Stefania Fulle, Maurilio Sampaolesi

**Keywords:** pluripotent stem cells, myogenic progenitors, Zinc finger E-box-binding homeobox 2, myogenic differentiation, skeletal muscle, signalling pathways, myogenesis

## Abstract

Skeletal muscle differentiation is triggered by a unique family of myogenic basic helix-loop-helix transcription factors, including MyoD, MRF-4, Myf-5, and Myogenin. These transcription factors bind promoters and distant regulatory regions, including E-box elements, of genes whose expression is restricted to muscle cells. Other E-box binding zinc finger proteins target the same DNA response elements, however, their function in muscle development and regeneration is still unknown. Here, we show that the transcription factor zinc finger E-box-binding homeobox 2 (Zeb2, Sip-1, Zfhx1b) is present in skeletal muscle tissues. We investigate the role of Zeb2 in skeletal muscle differentiation using genetic tools and transgenic mouse embryonic stem cells, together with single-cell RNA-sequencing and in vivo muscle engraftment capability. We show that Zeb2 over-expression has a positive impact on skeletal muscle differentiation in pluripotent stem cells and adult myogenic progenitors. We therefore propose that Zeb2 is a novel myogenic regulator and a possible target for improving skeletal muscle regeneration. The non-neural roles of Zeb2 are poorly understood.

## 1. Introduction

Zeb2 is a two-handed zinc-finger/homeodamin protein closely related to Zeb1 (δEF1, Zfhx1a) [1]. Both factors regulate gene transcription through similar, E-box-mediated DNA-binding [2,3]. However, in vivo, Zeb1 and Zeb2 are functionally distinct in many contexts, exhibiting strikingly different and only sometimes overlapping expression patterns [4,5]. Zeb2 is a strong binder of activated Smads, making it a nuclear fine-tuner of the transcriptional response to TGFβ/Nodal-Activin and BMP stimulation of cells [1,6,7,8]. This role has been shown to result, depending on cell stage/type, in the generation of not only anti-BMP, but also anti-Wnt, anti-Notch, and anti-Sox2 activities in embryonic development and cell differentiation/maturation, best documented in embryonic myelinogenesis, and adult Schwann cell differentiation and remyelination [9,10,11]. Heterozygous *ZEB2* mutations in humans cause Mowat-Wilson Syndrome (OMIM #235730), involving severe intellectual disability, Hirschsprung disease, epilepsy, and other developmental defects, with some patients also presenting with musculoskeletal anomalies [8,12,13].

*Zeb2* genetic inactivation in mouse embryonic stem cells (mESCs) causes defects in their pluripotency exit, making them stall as epiblast-like stem cells, and therefore compromising their neural and general differentiation [14]. 

It is well known that skeletal muscle development and differentiation are regulated by myogenic basic helix-loop-helix (bHLH) proteins. Similarly, several zinc-finger proteins have been described as regulators of muscle development and specific muscle gene expression. In this context, zinc-finger repressors of transcription could compete with myogenic bHLH proteins in regulating muscle differentiation processes. In fact, it has been reported that the overexpression of LIM/double zinc-finger protein promotes myogenic differentiation in the cell line C2C12 [15]. Zeb1 and Zeb2 have been proposed as candidate regulators and/or such competitors, based on biochemical analysis [2,16] and on phenotypes within embryonic somites in the respective knockout and compound mutant embryos and adult mice [4,17]. More recently, the presence of PW1 zinc-finger protein was reported in interstitial myogenic progenitors, and it is also required for migration ability of murine and human mesoangioblasts [18,19]. 

Here, we evaluated the myogenic potential of *Zeb2-null* and *R26_Zeb2* mESCs by single-cell RNA-sequencing, and tested muscle engraftment capability of the respective myogenic progenitors. *Zeb2* transgene (cDNA)-based expression was shown to impact positively on the myogenic differentiation potential of pluripotent stem cells and myogenic progenitors, identifying Zeb2 as a critical modulator of skeletal muscle differentiation.

Strikingly, we propose, for the first time, the function of Zeb2 in skeletal muscle differentiation. Our hypothesis is that Zeb2 has a crucial role in triggering myogenic differentiation. We also evaluated the complexity of the myogenic transcriptional regulation, including the TGFβ/BMP system, involved in myogenic commitment and differentiation. 

## 2. Results

### 2.1. The Upregulation of Zeb2 Positively Affects Myogenic Markers in mESCs Subjected to Skeletal Muscle Differentiation

The mESC lines used in all experiments are listed in material and methods sections [14,20]. Quantitative real-time polymerase chain reaction (qRT-PCR) analysis confirmed the absence of Zeb2 mRNAs in *Zeb2-null* mESCs, and increased mRNA in *R26_Zeb2* compared to controls (CTR) (Figure S1A). The expression of pluripotent markers (cMyc, Oct4, Sox2, Klf4, and Nanog) was confirmed in all mESC lines (Figure S1A) and lower levels of cMyc expression did not compromise the pluripotency of mESCs, as previously reported [21]. *Zeb2-null*, *R26_Zeb2* and control (CTR) mESCs were subjected to myogenic induction (Figure 1A), using the transient transfection of MyoD expression constructs [22,23]. The qRT-PCR analysis confirmed MyoD over-expression from transfected mESC lines (Figure 1B). At day 22, an up-regulation of myogenic markers (*Pax3*, *Pax7*, and *MyoD*) was found in *R26_Zeb2* compared to *Zeb2-null* and control samples, either in the absence or in the presence of MyoD transfection (CTR_MyoD_, *Zeb2-null_MyoD_*, and *R26_Zeb2_MyoD_*) (Figure 1C,D). *Myogenin* was upregulated only in *R26_Zeb2_MyoD_* compared to *Zeb2-null* and control samples (Figure 1D). In addition, the MyomiR (miR-1, miR-133b, miR-208, miR-206) expression profiles were altered in *Zeb2-null* and *R26_Zeb2* mESCs subjected to skeletal muscle differentiation. Interestingly, miR-1 and miR-133b, considered as markers of mesodermal transition and maturation [24], were up-regulated in *R26_Zeb2*, as compared to *Zeb2-null* and CTR both in the absence (Figure 1E) and in the presence of MyoD (Figure 1F). Furthermore, miR-206 which promotes myoblast differentiation [25], was similarly expressed in all samples in the absence of added MyoD (Figure 1E), whereas it was up-regulated in *R26_Zeb2_MyoD_*, as compared to *Zeb2-null_MyoD_* and CTR*_MyoD_* (Figure 1F). Then, miR-208 was down-regulated in *Zeb2-null*, as compared to *R26_Zeb2* and CTR in the absence of MyoD (Figure 1E). Similarly, miR-208 was highly expressed in *R26_Zeb2_MyoD_*, and it was totally absent in *Zeb2-null_MyoD_* and CTR_MyoD_ (Figure 1F). Consistent with the previous findings, the expression of myomiRs is strongly enhanced in *R26_Zeb2* mESCs, compared to CTR cells.

### 2.2. Zeb2 Enhances Skeletal Muscle Differentiation in Cultured Cells

Consistent with these results, immunofluorescence analysis for myosin heavy chain (MyHC) (Figure 2A,B), and Western Blot (WB) analysis for sarcomeric α-actinin (Figure 2C, left panel) showed a marked increase of late myogenic markers in *R26_Zeb2*, compared to CTR and *Zeb2-null* samples in absence of MyoD. However, the forced expression of MyoD overcame the observed differences in skeletal muscle differentiation among samples (Figure 2C, right panels). These results suggest that *R26_Zeb2* mESCs exhibit a stronger myogenic commitment, compared to *Zeb2-null* and CTR samples (see also [14]). Next, we analyzed the effect of Zeb2 over-expression in C2C12 cell lines (Figure S2A,D). After 7 days of myogenic induction, Zeb2 mRNA levels remained higher in transfected cells as compared to controls (Figure S2A, left panel). Id3, a well known negative regulator of myogenesis, was upregulated in the transfected C2C12 cells and, strikingly, ZnfZeb2 exerted a stronger effect comparedto Zeb2 (Figure S2A, right panel). Myf5, MyoD and Myogenin were also up-regulated in C2C12 cells transfected with Zeb2 compared to control (Supplementary Figure S2B). However, in the C2C12 cells transfected with ZnfZeb2, Myf5, MyoD, Myogenin were down-regulated as compared to C2C12 cells transfected with Zeb2 (Figure S2B). Only the Pax3 was slightly upregulated in the C2C12 cells transfected with ZnfZeb2 as compared to C2C12 cells transfected with Zeb2 (and compared to control) (Figure S2B). Pax7 does not change the expression among control C2C12 cells transfected with Zeb2 or with ZnFZeb2 mutant (Figure S2B). Finally the myogenic differentiation potential of Zeb2 was confirmed by immunofluorescence and WB analyses (Figure S2C–F). In conclusion, consistent with the results obtained from pluripotent stem cells, the over-production of Zeb2 that is capable of binding to DNA enhanced myogenic differentiation in C2C12 cells.

### 2.3. Fluorescence-activated Cell Sorting-isolated CTR, Zeb2-null and R26_Zeb2 mCherry/MyoD-positive Cells and Single-cell RNA-sequencing 

Sorted CTR, *Zeb2-null* and *R26_Zeb2* mCherry/MyoD-positive cells (Figure 3A) were then sorted as single-cells and submitted to RNA-sequencing. 

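Single mESCs were lysed and amplified by Smart-Seq2, a method that copies full-length mRNA of 1 cell without molecular identifiers, and 23 libraries were sequenced. The sample labels name 4 CTR, 6 Zeb2-null and 3 R26_Zeb2 cells without MyoD, and 3 CTR_MyoD, 3 Zeb2-null_MyoD and 4 R26_Zeb2_MyoD cells with MyoD. These are the cell numbers in the legends of Figure S3 and of Figure 3D, while no number is given there for Figure 3B,C. The labels name no separate cultures, so each condition was treated as 1 sample, its cells were not treated as replicates, and no test between conditions was made. The authors aligned the reads to mm10 with TopHat and counted them per gene with HTSeq, and deposited the raw counts of 43472 genes per cell by gene symbol. Counts were divided by the gene total of each cell and scaled to 1000000 (CPM). For a condition, the counts of a gene were summed over its cells and divided by the sum of their totals, with an exact 95% Poisson interval. Such intervals cover counting error only, because amplified reads are not independent molecules. A direction between conditions was called only where every cell of one lay above every cell of the other. Cells are numbered by the alphabetical order of their index pairs, which is not the numbering of the figures.
Between 439179 and 7078636 counts per cell fell on genes in the CTR cells (median 2726058.5), 818030 to 3262717 in the Zeb2-null cells (median 1695595.5) and 943536 to 5001476 in the R26_Zeb2 cells (median 3881515). The range was 1068183 to 4384986 in the CTR_MyoD cells (median 2795804), 2088393 to 2997933 in the Zeb2-null_MyoD cells (median 2445910) and 495738 to 3211228 in the R26_Zeb2_MyoD cells (median 1485909.5). Every count of the third CTR_MyoD cell was even, against 39.6% to 47.5% of the counts above 0 in the other 22 libraries. Its counts were therefore divided by 2 before they were summed, a choice made after the values were seen. Genes with at least 1 count numbered 13561 to 16557 in CTR_MyoD, 13677 to 14270 in Zeb2-null_MyoD, and 2653 to 10172 in R26_Zeb2_MyoD cells. With every cell thinned to 439179 counts, the medians were 12207, 10960 and 3677.5 genes. Without MyoD, 3204 to 12522 genes were detected in CTR, 1536 to 14452 in Zeb2-null and 3892 to 10684 in R26_Zeb2 cells. The gene Cask took 98.1% of the counts of the fifth Zeb2-null cell and 69.4% of the first R26_Zeb2 cell.
Zeb2, the targeted gene, lies on chromosome 2 of mm10 from 44983632 to 45117395 on the minus strand. It had 2 counts over the CTR cells, 5 over the Zeb2-null cells and 32 over the R26_Zeb2 cells, all 32 of them in the third cell. The pooled levels were 0.154 CPM (95% interval 0.0187 to 0.557), 0.444 CPM (0.144 to 1.04) and 3.26 CPM (2.23 to 4.60). Over the MyoD-transfected cells it had 10 counts in CTR_MyoD, 1 in Zeb2-null_MyoD and 2 in R26_Zeb2_MyoD, or 1.21 CPM (0.581 to 2.23), 0.133 CPM (0.00336 to 0.740) and 0.299 CPM (0.0363 to 1.08). The Zeb2 counts did not separate the R26_Zeb2_MyoD cells from the others, 2 of the 3 R26_Zeb2 cells had none, and 3 of the 6 Zeb2-null cells had 1 or 2. The genotype of a cell was therefore not checked in these counts, and all libraries are named by their labels. All MyoD-transfected cells shared one i5 index, with the first and second R26_Zeb2 cells, and the other cells shared another. For CTR and Zeb2-null cells the index therefore changed together with MyoD transfection.

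**Figure D1:**
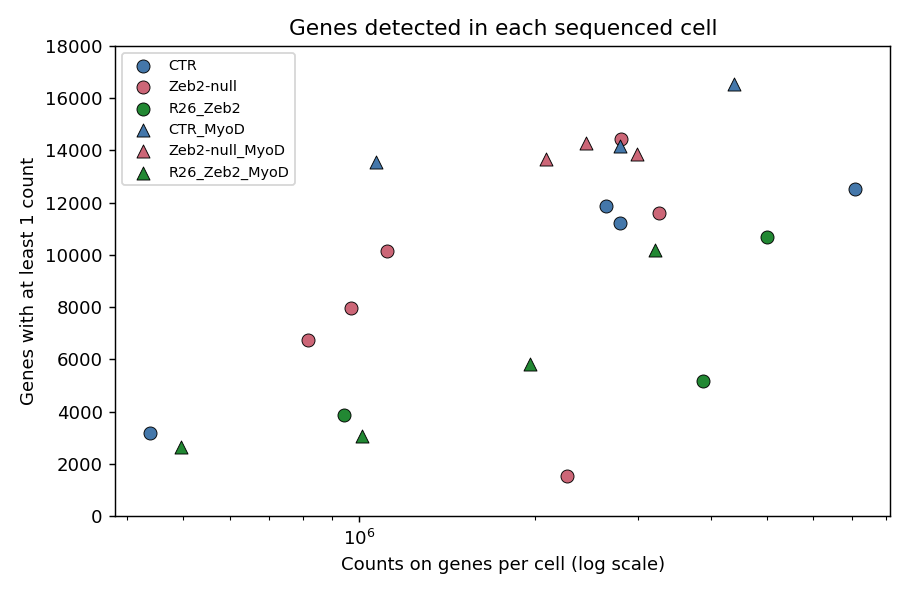
Genes with at least 1 count (vertical axis) against counts on genes (horizontal axis, log scale) for each of the 23 cells. Circles are cells without a MyoD label and triangles are MyoD-transfected cells, coloured by genotype; the CTR_MyoD and Zeb2-null_MyoD cells lie between 13561 and 16557 genes and the R26_Zeb2_MyoD cells lie between 2653 and 10172.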

When clustered on a heatmap, patterns of single-cell gene expression emerged reflecting the origin of and similarity between the respective cell types (Figure 3B,C). However, upon MyoD transfection myogenic regulatory factors (MRFs), Id family, and SMAD/TGF-β pathway were altered in *Zeb2-null*_MyoD_ and *R26_Zeb2*_MyoD_ samples compared to CTR_MyoD_ (Figure 3D). 

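Complete-linkage clustering was made on Euclidean distances of log2(CPM + 1), over genes with at least 10 counts summed over the cells clustered. Only MyoD-transfected cells were clustered. The legend of Figure 3B,C does not name MyoD, so the cells of those panels may be others. With the CTR_MyoD and Zeb2-null_MyoD cells, 15047 genes were used, and the nearest cell had the same genotype for 5 of 6 cells. The exception was the second Zeb2-null_MyoD cell, whose nearest cell was the first CTR_MyoD cell at a distance of 172.2. CTR_MyoD cells lay 142.0 to 163.4 from each other, Zeb2-null_MyoD cells 213.7 to 238.6 from each other, and cells of different genotype 172.2 to 238.1 apart. The first split of the tree set the third Zeb2-null_MyoD cell apart from the other cells. With the CTR_MyoD and R26_Zeb2_MyoD cells, 13926 genes were used, and 6 of 7 cells had a nearest cell of the same genotype. The exception was the third R26_Zeb2_MyoD cell, nearest to the second CTR_MyoD cell at 301.4. R26_Zeb2_MyoD cells were 375.3 to 477.9 from each other, which overlapped the distances of 301.4 to 493.2 between genotypes. The first branch of the tree held the first, the second and the fourth R26_Zeb2_MyoD cell. With a pseudocount of 10 the number with a nearest cell of the same genotype fell to 5 of 7, and with median-of-ratios size factors it was 4 of 6 in the first comparison. Under no alternative was the first split of either tree the genotype.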

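Of the 20 genes of Figure 3D, 8 had no count in any of the 4 R26_Zeb2_MyoD cells. These were Pax7, Smad1, Smad4, Smad6, Smad7, Tgfb1, Tgfb3 and Tgfbr2. Among 10000 random lists of 20 genes matched on the pooled CTR_MyoD level, the median list had 9 genes without a count in these cells, and 24.65% of the lists had fewer than 8. Between CTR_MyoD and Zeb2-null_MyoD, the cells of one condition lay entirely below the other for Mest, Smad3 and Tgfb1i1, an order that chance gives for 10% of genes with 3 cells against 3. Tgfb1i1 was at 6.30 CPM in CTR_MyoD and 0.797 CPM in Zeb2-null_MyoD, a ratio of 0.126 (95% interval 0.0444 to 0.294). Of the Id family, Id1 was at 15.0 CPM in CTR_MyoD, 6.77 CPM in Zeb2-null_MyoD and 151.1 CPM in R26_Zeb2_MyoD, with 0 counts in the second R26_Zeb2_MyoD cell. The third CTR_MyoD cell held 117 of the 124 Id1 counts of its condition, and the first Zeb2-null_MyoD cell 43 of 51. Id2 was at 46.2, 29.2 and 225.8 CPM in the same order, and the cells overlapped for both genes. Pax3 had a pooled level of 1.45 CPM in CTR_MyoD, 0.531 CPM in Zeb2-null_MyoD and 0.599 CPM in R26_Zeb2_MyoD, each from 1 cell.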

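Myod1, which encodes MyoD, lies on chromosome 7 of mm10 from 46376474 to 46379099 on the plus strand. Counts on it can come from the transfected construct as well as from the gene. It had 1557, 112 and 432 counts in the 3 CTR_MyoD cells, 1182, 561 and 694 in the 3 Zeb2-null_MyoD cells, and 1, 1, 0 and 161 in the 4 R26_Zeb2_MyoD cells. The level in single cells was 104.9 to 355.1 CPM in CTR_MyoD, 229.4 to 394.3 CPM in Zeb2-null_MyoD, and 0 to 159.0 CPM in R26_Zeb2_MyoD. Pooled over cells it was 254.7 CPM (95% interval 243.9 to 265.8), 323.5 CPM (310.8 to 336.6) and 24.4 CPM (20.8 to 28.5). The cells of CTR_MyoD and Zeb2-null_MyoD overlapped. Every R26_Zeb2_MyoD cell lay below every Zeb2-null_MyoD cell, while the fourth overlapped the CTR_MyoD cells. The log2 ratio of R26_Zeb2_MyoD over CTR_MyoD was -3.38. Without the fourth R26_Zeb2_MyoD cell it rested on 2 counts and was -9.50 (95% interval -12.54 to -7.64). No count fell on Myod1 in the 13 cells without a MyoD label, which allowed at most 0.231 CPM over the CTR cells. In the paper's methods, cells were sorted on mCherry, which was on a separate plasmid, so a sorted cell need not carry the MyoD construct.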

Consistently, MyoD was similarly expressed in CTR_MyoD_, *Zeb2-null_MyoD_*, and *R26_Zeb2_MyoD_* (Figure 3D). 

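Id3, on chromosome 4 of mm10 from 136143497 to 136145755, was at 9.81, 31.8 and 101.6 CPM in the 3 CTR_MyoD cells and at 138.8, 61.3 and 24.4 CPM in the 3 Zeb2-null_MyoD cells. Of the R26_Zeb2_MyoD cells, the third was at 27.4 CPM and the other three had no count. Pooled, Id3 was at 43.8 CPM (95% interval 39.4 to 48.5) in CTR_MyoD, 81.9 CPM (75.6 to 88.6) in Zeb2-null_MyoD and 13.2 CPM (10.6 to 16.2) in R26_Zeb2_MyoD. The ratio of Zeb2-null_MyoD over CTR_MyoD was 1.87 (95% interval 1.64 to 2.14), and the cells overlapped. On the log2 scale it was 0.90, 0.02 without the first Zeb2-null_MyoD cell and -0.0067 without the first CTR_MyoD cell, and it rose to 2.54 without the third CTR_MyoD cell.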

Interestingly, *Id3* was slightly up-regulated in *Zeb2-null_MyoD_*, as compared to CTR*_MyoD_* and *R26_Zeb2_MyoD_*. 

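Mest lies on chromosome 6 of mm10 from 30723547 to 30748465 on the plus strand. It was at 238.1, 319.2 and 223.5 CPM in the 3 CTR_MyoD cells, and every one of them lay above every Zeb2-null_MyoD and R26_Zeb2_MyoD cell. The Zeb2-null_MyoD cells were at 3.67, 31.5 and 97.7 CPM. In R26_Zeb2_MyoD, 224 counts fell in the third cell, at 69.8 CPM, and none in the other three. Pooled levels were 243.7 CPM (95% interval 233.1 to 254.6) in CTR_MyoD, 38.8 CPM (34.4 to 43.5) in Zeb2-null_MyoD and 33.5 CPM (29.3 to 38.2) in R26_Zeb2_MyoD. The ratio of R26_Zeb2_MyoD over Zeb2-null_MyoD was 0.865 (95% interval 0.724 to 1.03), so that the pooled levels did not differ beyond counting error, and the cells overlapped. On the log2 scale it was -0.21, and -1.34 with the mean of the CPM of each cell, -1.55 with size factors, -1.43 with thinned counts, and -0.54 with totals without mitochondrial genes and the 2 most abundant nuclear genes. With 1 cell left out it ranged from a bound of at most -5.49, without the third R26_Zeb2_MyoD cell, to 1.05 without the third Zeb2-null_MyoD cell. Exons of Mest share 912 bases with exons of Copg2 on the other strand, so some of these counts can be reads of Copg2.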

*Mest* was highly expressed in CTR_MyoD_, but less in *R26_Zeb2*_MyoD_, as compared to *Zeb2-null_MyoD_*. 

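Myf5, on chromosome 10 of mm10 from 107482908 to 107486134, had 118 counts in the fourth R26_Zeb2_MyoD cell, at 116.6 CPM. No count fell on it in the other three R26_Zeb2_MyoD cells or in any CTR_MyoD or Zeb2-null_MyoD cell. The pooled level in R26_Zeb2_MyoD was 17.7 CPM (95% interval 14.6 to 21.2). Against 3 counts over each of the other groups, this was at least 48.6-fold higher than CTR_MyoD and at least 44.4-fold higher than Zeb2-null_MyoD. Without the fourth cell, all conditions were at 0. The bounds cover counting error only.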

*Myf5* was up-regulated in *R26_Zeb2*_MyoD_, as compared to *Zeb2-null_MyoD_* and CTR*_MyoD_* cells. Strikingly, we found *Smads6/7*, together with *Smad1* and *Smad4*, down-regulated in *R26_Zeb2*_MyoD_, compared to CTR and *Zeb2-null_MyoD_*. Moreover, *Smad2/3* and *Smad5* were up-regulated in *R26_Zeb2*_MyoD_, as compared to *Zeb2-null* and CTR. 

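No count fell on Smad1, Smad4, Smad6 or Smad7 in any of the 4 R26_Zeb2_MyoD cells. Smad1, on chromosome 8 of mm10 from 79338395 to 79399518, was at 15.9 CPM (95% interval 13.3 to 18.8) in CTR_MyoD and 10.6 CPM (8.42 to 13.2) in Zeb2-null_MyoD. Against 3 counts over the R26_Zeb2_MyoD cells, it was at least 35.4-fold lower than in CTR_MyoD and at least 23.6-fold lower than in Zeb2-null_MyoD. Of the 80 Smad1 counts in Zeb2-null_MyoD, 70 fell in the second cell. With 1 cell left out, the log2 bound against Zeb2-null_MyoD ranged from -5.12 to -2.13. Smad4, on chromosome 18 from 73639009 to 73703780, was at 22.8 CPM (19.6 to 26.3) and 37.7 CPM (33.4 to 42.4), and was at least 50.7-fold and 83.9-fold lower in R26_Zeb2_MyoD. Smad7, on chromosome 18 from 75367529 to 75395935, was at 18.3 CPM (15.5 to 21.5) and 25.4 CPM (21.9 to 29.2), and was at least 40.8-fold and 56.5-fold lower. For these 3 genes every CTR_MyoD and Zeb2-null_MyoD cell had counts. The bounds cover counting error only, and not a transcript that was missed in a whole cell. Smad6, on chromosome 9 from 63953076 to 64022059, had 1 count over the CTR_MyoD cells and 4 over the Zeb2-null_MyoD cells, so that a difference was not detectable at this depth against CTR_MyoD. Of 200 other genes closest to each in CTR_MyoD level, 33.0% of those matched to Smad1, 22.5% of those matched to Smad4 and 28.5% of those matched to Smad7 also had no count in any R26_Zeb2_MyoD cell.

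**Figure D2:**
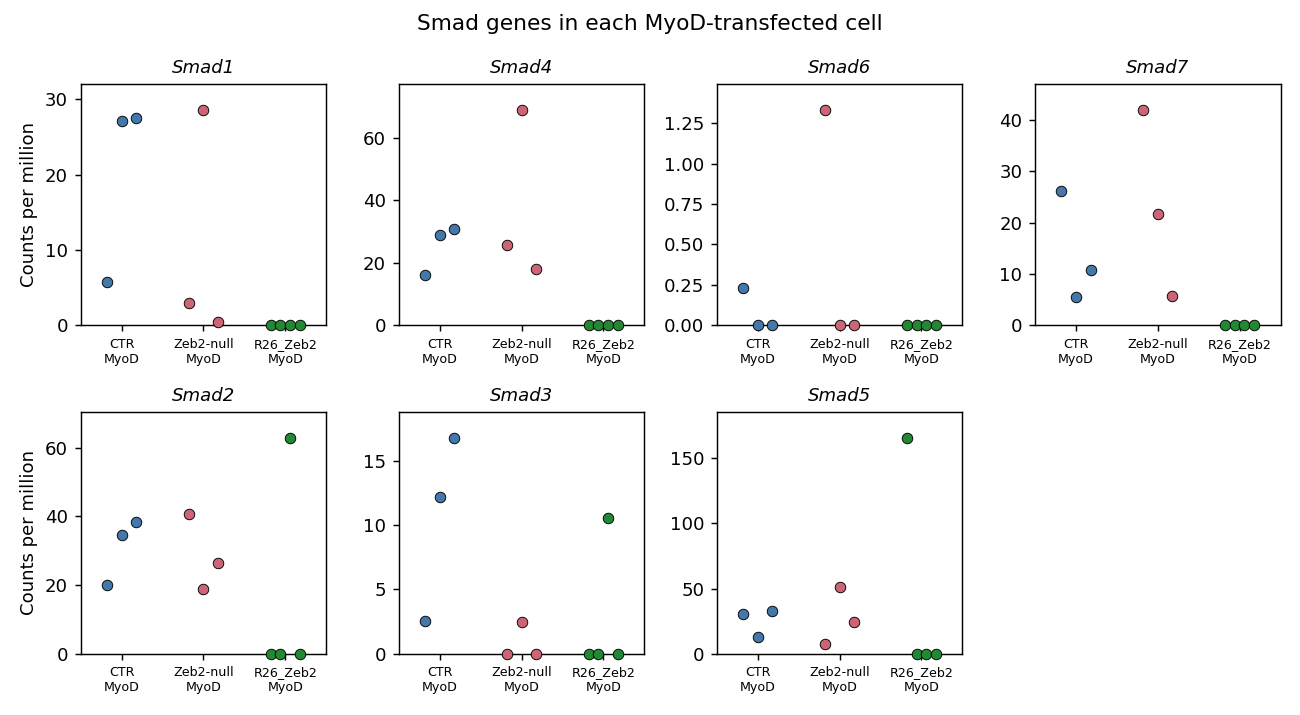
CPM of 7 Smad genes in each CTR_MyoD (3), Zeb2-null_MyoD (3) and R26_Zeb2_MyoD (4) cell, 1 point per cell, with a separate vertical axis for each gene. Smad1, Smad4, Smad6 and Smad7 were at 0 in all 4 R26_Zeb2_MyoD cells, and Smad2, Smad3 and Smad5 were above 0 in 1 of them.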

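In R26_Zeb2_MyoD, all counts on Smad2 (202) and Smad3 (34) fell in the third cell, at 62.9 and 10.6 CPM, and all 325 counts on Smad5 fell in the first cell, at 165.9 CPM. Smad2, on chromosome 18 of mm10 from 76241580 to 76310963, had pooled levels of 28.1 CPM (95% interval 24.6 to 32.0) in CTR_MyoD, 29.6 CPM (25.8 to 33.8) in Zeb2-null_MyoD and 30.2 CPM (26.2 to 34.7) in R26_Zeb2_MyoD. The ratio of R26_Zeb2_MyoD over CTR_MyoD was 1.08 (95% interval 0.886 to 1.30). Smad3, on chromosome 9 from 63646767 to 63757994, was at 8.61 CPM (6.72 to 10.9), 0.797 CPM (0.292 to 1.73) and 5.09 CPM (3.53 to 7.11), a ratio of 0.591 (0.381 to 0.902) over CTR_MyoD and 6.39 (2.65 to 18.6) over Zeb2-null_MyoD. Smad5, on chromosome 13 from 56703010 to 56742377, was at 29.1 CPM (25.5 to 33.0), 26.3 CPM (22.8 to 30.2) and 48.7 CPM (43.5 to 54.3), a ratio of 1.67 (1.41 to 1.98) over CTR_MyoD and 1.85 (1.55 to 2.22) over Zeb2-null_MyoD. The R26_Zeb2_MyoD cells overlapped the other conditions for all 3 genes. Without the first R26_Zeb2_MyoD cell no Smad5 count was left, and the log2 ratio over CTR_MyoD went from 0.74 to a bound of at most -5.52 against 3 counts. With the mean of the CPM of each cell that of Smad2 went from 0.10 to -0.98.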

The top 30 highest expressed genes among CTR, *Zeb2-null*, and *R26_Zeb2* samples are reported (Figure S3A–C). 

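Ranked by pooled CPM in the cells without a MyoD label, Yam1 came first in CTR at 21798 CPM, and Cask came first in Zeb2-null at 198350 CPM and in R26_Zeb2 at 276352 CPM. The fifth Zeb2-null cell held 99.97% of the Zeb2-null counts on Cask, and the first R26_Zeb2 cell 99.2% of the R26_Zeb2 counts. Cask lies on chromosome X of mm10 from 13517080 to 13851367. It came first in the cells of each of the 3 pairs of Figure S3 combined, at 92152 CPM for CTR and Zeb2-null, 119141 CPM for CTR and R26_Zeb2, and 234716 CPM for Zeb2-null and R26_Zeb2. Yam1 came second in each pair. The mitochondrial gene mt-Cytb had rank 3 in CTR at 7373 CPM and rank 4 in R26_Zeb2 at 5074 CPM. The legend of Figure S3 describes MyoD-positive cells, but its cell numbers are those of the cells without a MyoD label, which were ranked here.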

Interestingly, we found highly expressed genes in *R26_Zeb2* such as *Malat1* (metastasis-associated lung adenocarcinoma transcript 1) and *Sparc* (secreted acidic cysteine rich glycoprotein), were both involved in skeletal muscle differentiation [26]. These results support the implication of Zeb2 in promoting myogenesis in pluripotent stem cells by modulating specific genes encoding components of the TGFβ/BMP signaling system.

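Malat1, a long noncoding RNA gene on chromosome 19 of mm10 from 5795690 to 5802672, ranked 15 by pooled CPM in the R26_Zeb2 cells, 13 in CTR and 80 in Zeb2-null. Its pooled level was 2899 CPM (95% interval 2866 to 2933) in R26_Zeb2, 2869 CPM (2840 to 2898) in CTR and 803 CPM (786 to 819) in Zeb2-null. The R26_Zeb2 cells were at 984.9, 3167 and 4335 CPM and overlapped both other conditions. The overlap with Zeb2-null, at most 1403 CPM, rested on the first R26_Zeb2 cell. Cask took 69.4% of the counts of that cell, which lowers the CPM of its other genes. The log2 ratio of R26_Zeb2 over CTR was 0.02, and 0.46 with mitochondrial genes and the 2 most abundant nuclear genes, Cask and Yam1, left out of the totals. It moved most with size factors, to 1.19. Sparc, on chromosome 11 from 55394500 to 55423183, ranked 3 in R26_Zeb2, 4186 in CTR and 1955 in Zeb2-null. It was at 481.8, 9123 and 9133 CPM in the 3 R26_Zeb2 cells, above every CTR cell (6.83 to 84.6 CPM) and every Zeb2-null cell (0 to 129.9 CPM). Pooled, this was 5715 CPM (95% interval 5668 to 5762), a ratio of 115.6 (107.0 to 125.2) over CTR and 66.9 (62.8 to 71.4) over Zeb2-null.

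**Figure D3:**
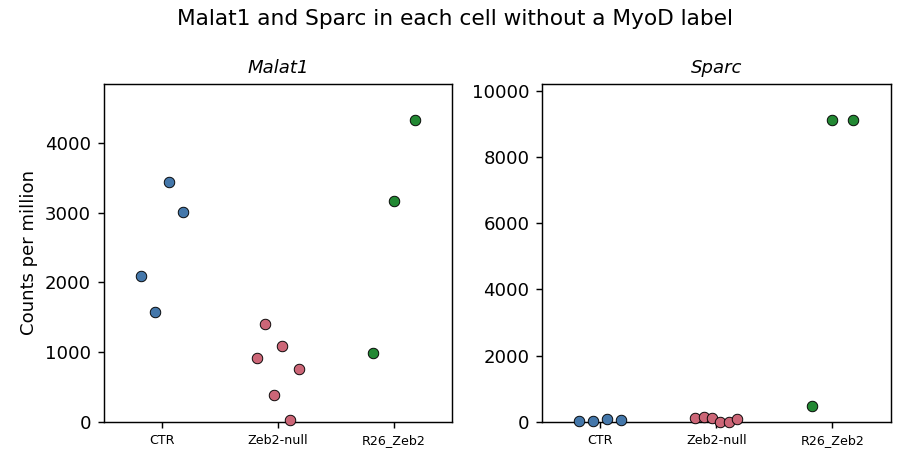
CPM of Malat1 and Sparc in each CTR (4), Zeb2-null (6) and R26_Zeb2 (3) cell without a MyoD label, 1 point per cell, with a separate vertical axis for each gene. The 3 R26_Zeb2 cells lie above all other cells for Sparc and overlap the CTR cells for Malat1.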

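Of the TGF-β receptor genes, Tgfbr1 was at 13.6 CPM in CTR_MyoD, 18.6 CPM in Zeb2-null_MyoD and 13.5 CPM in R26_Zeb2_MyoD. Tgfbr2 was at 7.15 and 5.31 CPM in CTR_MyoD and Zeb2-null_MyoD and had no count in R26_Zeb2_MyoD. Of its counts, 55 of 59 in CTR_MyoD fell in the third cell and 38 of 40 in Zeb2-null_MyoD in the first. Tgfbr3 was at 1.70, 0.266 and 13.3 CPM. In R26_Zeb2_MyoD, all 90 counts on Tgfbr1 and all 89 on Tgfbr3 fell in the third cell. Myog had no count in any of the 10 MyoD-transfected cells. From its own single-cell results the paper proposes that Zeb2 is implicated in the myogenesis of pluripotent stem cells through genes of TGFβ/BMP signaling.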

### 2.4. GFP+ R26_Zeb2 Progenitor Cells Contiribute to Adult Myogenesis

In order to assess the in vivo relevance of Zeb2 expression in skeletal muscle, the transgenic mESC derivatives, after myogenic induction, were injected into the CTX-treated *tibialis anterior* muscles of nude mice. In this acute model of muscle regeneration, the myogenic contribution of progenitors obtained from GFP^+^ CTR (GFP+ *Zeb2^flox/flox^*), GFP^+^ *Zeb2*-*null*, or GFP^+^ *R26_Zeb2* mESC derivatives were evaluated. After three weeks, the mice were sacrificed and, as expected, sham-operated muscles showed no GFP^+^ fibers (Figure 4A,A’). Interestingly, GFP^+^-*R26_Zeb2* progenitor cells integrated in regenerating *tibialis anterior* muscles (Figure 4D,D’) to a very large extent, compared to GFP^+^ CTR and GFP^+^ *Zeb2-null* cells (Figure 4B,C). GFP^+^ *Zeb2-null* progenitors were mainly localized in the interstitial space among the regenerating *tibialis anterior* muscles (Figure 4C,C’). The number of GFP^+^ fibers was significantly higher in *tibialis anterior* treated with the GFP^+^ *R26_Zeb2* progenitor cells, compared to muscles injected with GFP^+^ CTR or GFP^+^ *Zeb2*-*null* cells (Figure 4E). Moreover, the percentage of the central nucleated fibers of muscles treated with the GFP^+^ *Zeb2*-*null* cells (Figure 4F) was lower, as compared to GFP^+^ *R26_Zeb2* treated samples (Figure 4C), and the muscle structure of the former was highly disorganized. In order to validate the data extrapolated from the RNA sequencing analysis, we reported a down-regulation of the two inhibitory Smad genes (Smads6/7), together with Smad1 and Smad4 in *R26_Zeb2*, compared to CTR and *Zeb2-null* cells. Immunofluorescent staining for the expression of Smad1 (red) (Figure 5) or Smad7 (red) (Figure 6) signals coming from, GFP+ cells (green) was evaluated in sham-operated (A,A’) muscles, or injected with CTR (*Zeb2 ^flox/flox^* as control) (B,B’), *Zeb2-null* (C,C’), and *R26_Zeb2* (D,D’) GFP+ mESC derivatives. Remarkably, we found that the number of Smad 1 and Smad 7 positive fibers nuclei was significantly lower in *tibialis anterior* muscle treated with the GFP+ R26_Zeb2 (Figure 5D,D’; Figure 6D,D’) progenitor cells, compared to muscles injected with GFP+ CTR (Figure 5B,B’; Figure 6B,B’) or GFP*+ Zeb2-null* cells (Figure 5C,C’; Figure 6C,C’). These results are in agreement with the data obtained from the single cell RNA sequencing analysis. Finally, the NADH staining of muscles injected with GFP^+^ *Zeb2*-*null* progenitor cells showed a different pattern compared to other samples (Figure S4A–C; Figure S5A–C). No differences were observed in muscles injected with GFP^+^ *R26_Zeb2* progenitor cells compared to controls. These results indicated that Zeb2 is an important regulator of skeletal muscle differentiation in vivo, and that its enforced production leads to promotion of myogenic differentiation.

## 3. Discussion

In the current study, we analyzed the role of Zeb2 in skeletal muscle differentiation in pluripotent stem cells and in myogenic progenitors. For this purpose, we employed *Zeb2* genetic inactivation in mESCs cells and its transgenic rescue via the introduction of Zeb2-cDNA in transgenic *R26_Zeb2* mESCs (an approach previously used in vivo [27,28] and mESCs [14]). Zeb2 belongs to the ZEB family transcription factors involved in post-implantation (mouse) embryogenesis, organogenesis, and adult cell maturation from progenitors in a number of systems, and tumor progression. Zeb1 over-production in C2C12 cells inhibits both myotube formation and the expression of specific differentiation factors, such as MyHC and Myogenin [29]. While Zeb1 has been proposed to synergize with Smad proteins in order to activate TGFβ/BMP target genes, Zeb2 has the opposite effect [6,30]. 

*Zeb2-null* mESCs were confirmed here (see also [14]) to retain their pluripotency. However, when subjected to myogenic induction, they displayed a myogenic differentiation defect. Most strikingly, the over-production of Zeb2 in *R26_Zeb2* mESCs further improves their myogenic differentiation ability. This was mainly due to an up-regulation of MRFs, such as *Pax3, Pax7, MyoD, Myogenin*, and MyomiRs (miR-1, miR-133b, miR-206, and miR-208) in *R26_Zeb2* mESCs compared to CTR and *Zeb2-null* cells. These results suggest a potential role of Zeb2 in regulating muscle differentiation at miRNA level and, in turn, at gene level. The process of skeletal muscle differentiation is governed at least in part by miR-1, miR-206, and miR-133, which regulate the expression of MRF-encoding genes such as *MyoD*, *Myogenin*, and *Mef2* [31]. Indeed, microRNAs are important regulators involved in the establishment and maintenance of skeletal muscle differentiation [22,32,33,34]. For example, it was demonstrated that the expression of both miR-1 and miR-133 was enriched in striated muscle, and the differentiated myoblasts showed an elevated expression of miR-1 and miR-133 [32]. 

In order to address the question of whether the myogenic propensity of *R26_Zeb2* is compared to CTR and whether *Zeb2-null* mESCs would impact the transcriptome expression, we used single-cell RNA-sequencing to decomplexify Zeb2-modulated cell populations. Remarkably, we found a down-regulation of the two inhibitory Smad genes (*Smads6/7*), together with *Smad1* and *Smad4* in *R26_Zeb2* compared to CTR and *Zeb2-null* cells. These results were confirmed by an IF assay on muscle slides, where the down-regulation of Smad1 and Smad7 were also visible by a reduction of expression of these two transcription factors in GFP+ nuclei expressing cells in *R26_Zeb2*, when compared to CTR and *Zeb2-null* injected muscles. Furthermore, we detected *Smad2/3* and *Smad5* up-regulation in *R26_Zeb2* mESCs compared to CTR and *Zeb2-null* cells. Interestingly, it has been shown that Zeb2 binds to both Smads2/3 and Smads1/5/8 subclasses in ligand-stimulated cells, but it was also proposed that some functions of Zeb2 may be Smad-independent as well, and hence underpin its multiple mechanisms of action [6]. 

Additionally, we evaluated in the acute model of muscle regeneration whether the modulation of Zeb2 levels in myogenic progenitors generated from mESCs would impact their myogenic differentiation potential in vivo. The results obtained in acute muscle injury model suggest that Zeb2 represents a promising target to exploit an improvement of skeletal muscle regeneration. We also used Zeb2 over-production in C2C12 mouse myoblasts, and confirmed that such Zeb2 modulation positively impacts the myogenic potential of adult muscle progenitors (see supplemental information). This occurs even when using a *ZnfZeb2* mutant that does not bind to DNA, indicating a squelching effect by such mutant protein on myogenic relevant partners of normal Zeb2, perhaps activated Smads in the nucleus in complex with Smad4 [7]. The enhanced skeletal muscle differentiation observed in Zeb2 over-producing C2C12 cells might be mediated directly by prevention of SMAD-action on Smad-modulated target genes. Indeed, we found that one of the *Id* genes, *Id3*, acknowledged BMP-Smad induced genes whose BMP-stimulated transcription is downregulated by Zeb2 (Conidi and Huylebroeck, *unpublished results*), and was strongly up-regulated in C2C12 transfected with a *ZnfZeb2* mutant. Previously, in perturbation studies (of *Smad1/5* and *8*, now named *9*), BMP-Smad signaling was shown to have impact on skeletal muscle differentiation in pluripotent stem cells and myogenic progenitor cells [35]. 

In conclusion, this study is pioneering for the functions of Zeb2 in skeletal muscle differentiation. Our results underline that Zeb2 has a crucial role in triggering myogenic differentiation. We also highlighted the complexity of the myogenic transcriptional regulation in myogenic commitment and differentiation, where bHLH transcription factors are also supported by zinc-finger proteins.

## 4. Materials and Methods

### 4.1. Cell Culture and in vitro Skeletal Muscle Differentiation of mESCs

The mESC lines were obtained by intercrossing *Zeb2 ^flox/flox^* CD1 mice [20]. *Zeb2*-null mESCs were obtained by transient transfection with Cre-recombinase carrying plasmid, while *R26_Zeb2* lines were generated inserting N-terminally flag-tagged, wild-type *Zeb2* cDNA into the Rosa26 locus of the *Zeb2-null* mESCs [14]. In all experiments, *Zeb2 ^flox/flox^* mESCs were used as control (CTR). The CTR, *Zeb2-null*, and *R26_Zeb2* mESCs were grown on a feeder layer of inactivated Murine Embryonic Fibroblasts (iMEFs), in knockout DMEM (Gibco-Life Technologies, Waltham, MA, USA) supplemented with 15% of Fetal Bovine Serum (FBS), 100 U/mL penicillin, and 100 μg/mL streptomycin, 200 nM glutamine, MEM non-essential amino acids, 0.2% 2-mercaptoethanol (Gibco-Life Technologies, Waltham, MA, USA), and 1000 U/mL of leukemia inhibitory factor (LIF, Merck Millipore, Burlington, MA, USA). For in vitro skeletal muscle differentiation, CTR, *Zeb2-null*, and *R26_Zeb2* mESCs were detached, and a feeder layer was removed after 30 min of incubation with fresh coated gelatin. After pre-plating, the mESCs were induced to form Embryoid Bodies (EBs) in six well plate ultra-low attachments (Corning, New York, NY, USA), in a growth medium without LIF for 2 days. Subsequently, the EBs were gently collected to avoid disruption, centrifuged, and plated in collagen-coated six well plate (Nunc, Thermo Fisher Scientific, Waltham, MA, USA) in EB medium containing Iscove’s modified Dulbecco’s medium (IMDM), supplemented with 15% FBS, 1% penicillin/streptomycin, 1% L-glutamine (all from Thermo Fisher Scientific, Waltham, MA, USA), 4.5 mM monothioglycerol (Sigma-Aldrich, Milan, Italy), 50 μg/mL ascorbic acid (Sigma-Aldrich, St. Louis, MO, USA), and 200 μg/mL iron-saturated transferrin (Sigma-Aldrich, St. Louis, MO, USA). 

In parallel, CTR, *Zeb2-null* and *R26_Zeb2* EBs were transfected with MyoD. The EBs were disrupted by pipetting, and transfected in suspension with non-integrating plasmid MyoD transcripts under a CMV promoter (PLV CMV MyoD), using Effectene transfection reagent (Qiagen, Hilden, Germany), according to the manufacturer’s protocol.

To induce terminal differentiation, at day 11, EBs were incubated in DMEM with 2% heat-inactivated horse serum, 1% glutamine, and 1% penicillin-streptomycin (all from Thermo Fisher Scientific, Waltham, MA, USA).

In order to perform the in vivo experiment, CTR, *Zeb2-null*, and *R26_Zeb2* mESCs were transduced with GFP carrying lentivirus. Transductions were carried out within 48 h of virus incubation on 6 well plates (Corning, New York, NY, USA). After sorting, the GFP^+^ mESCs were cultured on a feeder layer. 

For in vivo skeletal muscle differentiation experiments, the GFP^+^ CTR, *Zeb2-null* and *R26_Zeb2* progenitor cells after the induction to form EBs were used. After 2 days, the EBs were collected and plated on collagen coated six wells plates (Corning). After 7 days in the IMDM medium, the GFP^+^ CTR, *Zeb2-null*, and *R26_Zeb2* progenitor cells were detached and injected in nude mice.

The C2C12 cell line was maintained in Dulbecco’s Eagle’s medium (DMEM) high glucose supplemented with 10% FBS, 2 mM glutamine, 100 U/mL penicillin, 100 μg/ml streptomycin, and 1 mM of sodium pyruvate (all from Thermo Fisher Scientific, Waltham, MA, USA). The myogenic differentiation was induced by changing the medium to DMEM high glucose supplemented with 2% of heat-inactivated horse serum, 1% glutamine, and 1% penicillin-streptomycin (all from Thermo Fisher Scientific, Waltham, MA, USA).

### 4.2. RNA Extraction and Quantitative Real-Time PCR Analysis

RNA was extracted with Purelink RNA Mini Kits (Invitrogen, Life Technologies, Waltham, MA, USA), and genomic DNA traces were removed with Turbo DNase (Invitrogen, Life Technologies, Waltham, MA, USA), following the manufacturer’s instructions. A qRT-PCR was performed on mESCs as described in [34]. The values represent the mean ± SD of three independent experiments performed in triplicate. Glyceraldehyde 3-phosphate dehydrogenase, (GAPDH) was used as the housekeeping gene, to normalise the mRNA levels, and the data are shown as ΔCt (Ct_gene of interest_ − Ct_GAPDH_). Primers: Zeb2-Fw: CAATGCAGCACTTAGGTGGTA, Zeb2-Rev: TTGCCTAGAAACCGTATTGT; Oct4-Fw: CCAGGCAGGAGCACGAGTGG, Oct4-Rev: CCACGTCGGCCTGGGTGTAC; Sox2-Fw: GAGTGGAAACTTTTGTCCGAGA, Sox2-Rev: GAAGCGTGTACTTATCCTTCTTCAT; Klf4-Fw: GGCGAGTCTGACATGGCTG, Klf4-Rev: GCTGGACGCAGTGTCTTCTC; Nanog-Fw: CAGGTGTTTGAGGGTAGCTC, Nanog-Rev: CGGTTCATCATGGTACAGTC; cMyc-Fw: GCTCCATCCACTCCCTTTAC, cMyc-Rev: CCCTCCAGATCAGTTCCTTTATC; Pax3-Fw: TGCGTCTCTAAGATCCTGTGCAG, Pax3-Rev: CAGCTGCTCTGCCGTGAAGGTGGT; Pax7-Fw: CCCTCAGTGAGTTCGATTAGCC, Pax7-Rev GGTCGGGTTCTGATTCCACA; MyoD-Fw: GAGCAAAGTGAATGAGGCCTT, MyoD-Rev: CACTGTAGTAGGCGGTGTCGT; Myogenin-Fw: ATGGAGCTGTATGAGACATCCCC, Myogenin-Rev: CGACACAGACTTCCTCTTACAC, ID3-Fw: TGCTACGAGGCGGTGTGCTG, ID3-Rev: TGTCGTCCAAGAGGCTAAGAGGCT; Gapdh-Fw: GGAAGCCCATCACCATCTT; Gapdh-Rev: GGTGGTAAAGACACCAGTAGAC.

### 4.3. miRNA Isolation and Quantification

Small RNA extractions from CTR, *Zeb2-null*, and *R26_Zeb2* mESCs, after 22 day of skeletal muscle differentiation, were performed using PureLink miRNA Isolation kits (Invitrogen, Life Technologies, Waltham, MA, USA), following the manufacturer instructions [34]. The relative quantification of the miRNA targets was carried out using the ΔCt formula (Ct_miRNA of interest_ - Ct_miR-16_), according to the Ct method. Three independent experiments were performed.

### 4.4. Immunofluorescence Analysis

Tissue slides (7 µm) and cells were fixed with 4% of paraformaldehyde (PFA, Polysciences Polysciences, Valley Road Warrington, USA) in Phosphate Buffer Saline (PBS), permeabilized with 0.2% Triton X-100 in PBS containing 1% (w/v) of bovine serum albumin, and blocked with 1:10 donkey serum (all from Sigma-Aldrich, St. Louis, MO, USA). Primary antibodies: 1:500 goat anti-GFP (Abcam, Cambridge, United Kingdom), 1:300 rabbit anti-laminin (Sigma-Aldrich, St. Louis, MO, USA), 1:3 mouse anti-MyHC (DSHB, clone MF20, Developmental Studies Hybridoma Bank, Iowa City, Iowa, USA), 1:50 mouse anti Smad1 (LSBio, Seattle, Washington, (CTX, Naja Mossambica, Sigma-Aldrich, St. Louis, MO, United States, USA) USA) and 1:100 mouse Smad7 (R&D Systems, Inc., Minneapolis, USA) were incubated overnight in PBS. The secondary Alexa Fluor donkey antibodies (Invitrogen, Life Technologies, Waltham, MA, USA) were diluted 1:500. Nuclei were counterstained with 1:10,000 Hoechst (Sigma-Aldrich, St. Louis, MO, USA).

### 4.5. Western Blotting

The WB analysis was performed on 40 µg of protein lysates from undifferentiated and differentiated mESCs and the C2C12 myoblast cell lines in Ripa buffer were supplemented with 10 mM of Sodium Fluoride, 0.5 mM Sodium Orthovanadate, 1:100 Protease Inhibitor Cocktail (Sigma), and 1 mM Phenylmethylsulfonyl Fluoride (PMSF) (all from Sigma-Aldrich, St. Louis, MO, USA). Primary antibodies: rabbit anti-sarcomeric α-actinin (Abcam, Cambridge, United Kingdom) 1:500; mouse anti-MyHC (DSHB, clone MF20, Developmental Studies Hybridoma Bank Iowa City, Iowa, USA) 1:3; mouse anti-GAPDH (Sigma-Aldrich, St. Louis, MO, USA) 1:1000; mouse anti-tubulin, beta (Merck Millipore, Burlington, MA, USA) 1:1000. The secondary antibodies were HRP-conjugated antibodies (Santa Cruz Biotechnology, Dallas, Texas, USA)1:5000. Bands were detected at GelDoc (Bio-Rad, Hercules, CA, USA), after the incubation with SuperSignal Pico chemiluminescent substrate (Thermo Fisher Scientific, Waltham, MA, USA).

### 4.6. FACS-isolation and Single cell RNA-Sequencing Analysis of CTR, Zeb2-null and R26_Zeb2 mESCs

At day 2, CTR, *Zeb2-null* and *R26_Zeb2* EBs were disrupted by pipetting, and transfected with the mCherry fluorescence reporter (mCherry-2A-PuR) [36] and MyoD plasmids (1:3 ratio) by the Effectene transfection reagent (Qiagen, Hilden, Germany). Two days later, EBs were disrupted and sorted for the mCherry fluorescence reporter. Manual single-cell isolation was performed in CTR, *Zeb2-null*, and *R26_Zeb2* mCherry/MyoD-positive cells from PBS suspensions using a STRIPPER micropipetter (Origio, CooperCompanies, San Ramon, CA, USA), and a 135 µm tip. Each CTR, *Zeb2-null*, and *R26_Zeb2* mCherry/MyoD-positive single cell was transferred into a lysis buffer and processed in accordance to protocol [37]. Tagmentation was carried out by using the Illumina Nextera XT DNA Sample Preparation Kit (Illumina, San Diego, CA, USA). 

### 4.7. RNA Sequencing and Bioinformatics Analysis

Each library was sequenced on an Illumina HiSeq2500 sequencer (San Diego, CA, USA), according to the manufacturer’s recommendations, generating 50 bp single-end reads. Between 3 and 21 million reads per sample were produced. 

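In the deposited counts, the reads placed on a gene, on no gene, on several genes or not aligned summed to 2737421 to 18237377 per library. Alignments to more than 1 place, which can count a read several times, brought the sum to 4176955 to 31231633. All of these sums take the library with only even counts at its counts divided by 2. Between 69.9% and 94.8% of all these lines named no gene (median 80.4%).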

Quality control of raw reads was performed with FastQC v0.11.5. Adapters were filtered with ea-utils v1.2.2.18. Splice-aware alignment was performed with TopHat v2 against the mouse reference genome mm10. The number of allowed mismatches was 2. Reads that mapped to more than one site to the reference genome were discarded. The minimal score of alignment quality to be included in count analysis was 10. Resulting SAM and BAM alignment files were handled with Samtools v0.1.19.24. Quantification of reads per gene was performed with HT-Seq count v0.5.3p3, using Ensembl annotation version 78. Count-based differential expression analysis was done with R-based Bioconductor package DESeq [38]. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus, and are accessible through GEO Series accession number GSE147744.

### 4.8. In vivo Experiments

All animal procedures were performed according to the guidelines of the Animal Welfare Committee of KU Leuven and Belgian/European legislation. NMRI-nu (Rj:NMRI-Foxn1nu/Foxn1nu)Intramuscular injections of 2 × 10^5^ GFP^+^CTR, *Zeb2-null*, and *R26_Zeb2* progenitor cells in vitro with the IMDM medium after the formation of EBs were performed in 4-week-old male athymic nude mice (NMRI-nu (Rj:NMRI-Foxn1nu/Foxn1nu, Charles River; *n* = 5 for each group). Mice received a 10µM solution of Cardiotoxin (CTX, Naja Mossambica, Sigma-Aldrich, St. Louis, MO, USA) to induce muscle damage in the *Tibialis Anterior* (TA), *Gastrocnemius* (GSN), and *Quadriceps* (QD) of each hind limb at 48 h before cell injection. After three weeks, the mice were sacrificed by cervical dislocation, and TA, GSN, and QD were excised and stored at −80 °C for further analysis. The TA was processed for histological immunofluorescence analysis. The sham-operated muscles were used as a negative control where the mice received equal treatment, as well as amounts of cell-free saline solution. Engraftment and/or regeneration outcome were investigated 3 weeks after injection. To quantify both the GFP^+^ fibers and the central nucleated fibers in each coverslip/sample was calculated using the ImageJ software.

### 4.9. Statistical Analysis

The statistical significance among multiple samples was determined with the one-way ANOVA analysis of variance with Bonferroni’s multiple comparison tests. When two groups were compared, a non-parametric *t*-test was used. The data are shown as the mean ± SD as indicated. All data were acquired from at least three independent experiments. All statistical tests were performed via Prism5 GraphPad software (Abacus Concepts, GraphPad Software, SanDiego, CA, USA). 

## Figures and Tables

**Figure 1:**
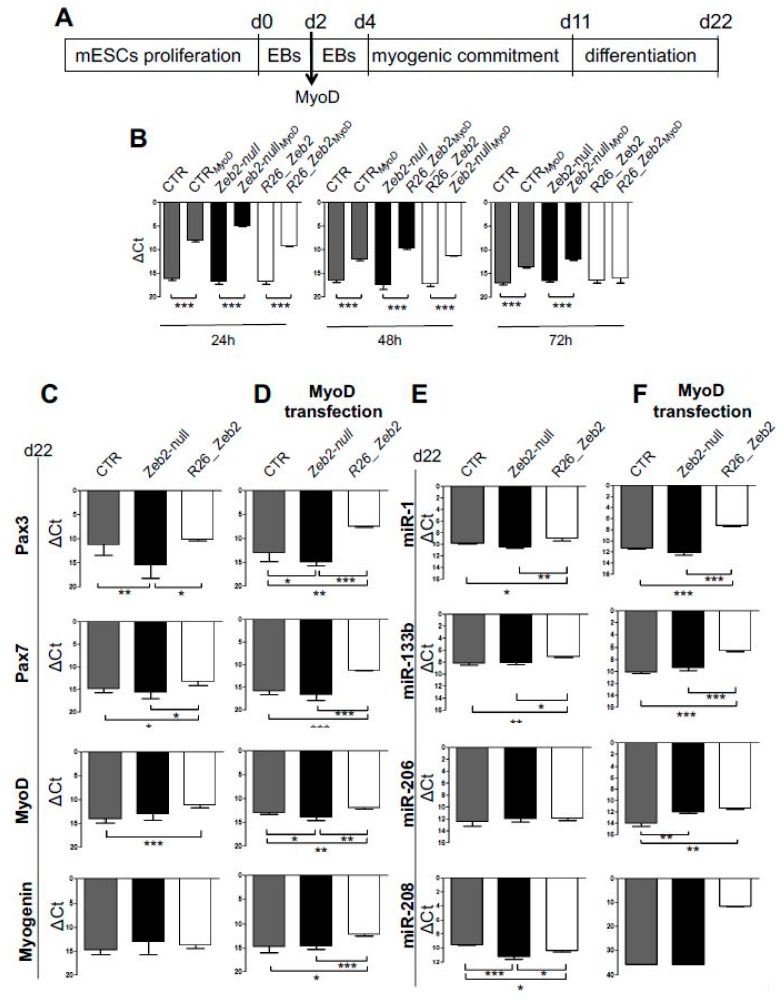
Muscle gene expression and MyomiR profile in *Zeb2-null* and *R26_Zeb2* mESCs subjected to myogenic differentiation. (**A**) Schematic representation of myogenic induction for mESCs. (**B**) The qRT-PCR analysis confirms the successful *MyoD* transient transfection in CTR, *Zeb2-null* and *R26_Zeb2* mESCs. At 24, 48, and 72 h from transfection, data are represented as ΔC*_t_*, normalized for the housekeeping *Gapdh*. Values are shown as mean ± s.d.; *n* = 3, *** *p* < 0.0001. (**C**,**D**) qRT-PCR analysis for skeletal muscle genes (*Pax3*, *Pax7*, *MyoD*, *Myogenin*) in CTR, *Zeb2-null* and *R26_Zeb2* mESCs, on day 22 from myogenic induction (**C**) or upon MyoD transfection (**D**). Each data point is represented as ΔC*_t_*, normalized for the housekeeping *Gapdh*. (**E**,**F**) qRT-PCR analysis for MyomiRs (miR-1, miR-133b, miR-208 and miR-206) in CTR, *Zeb2-null* and *R26_Zeb2* mESCs, on day 22 from myogenic induction (**E**) or upon MyoD transfection (**D**). Each data point is represented as ΔC*_t_*, normalized for the housekeeping miR-16. Values are shown as mean ± SD; *n* = 3, * *p* < 0.05, ** *p* < 0.005, *** *p* < 0.0001.

**Figure 2:**
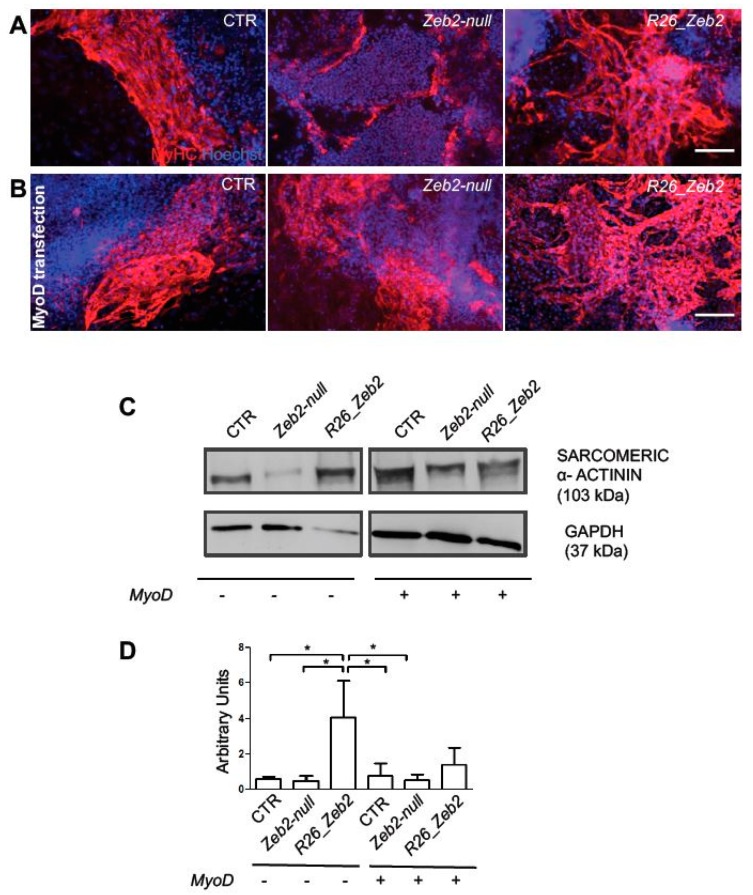
Protein localization and quantification of myogenic markers in *Zeb2-null* and *R26_Zeb2* mESCs subjected to myogenic differentiation. Immunofluorescence analysis for MyHC (red) after 22 days from myogenic induction (**A**) or upon MyoD transfection (**B**). The nuclei were stained in blue with Hoechst. Scale bars = 50 µm. (**C**) Example of WB analysis for sarcomeric α-actinin and GAPDH on day 22 from myogenic induction or upon MyoD transfection. (**D**) The quantification of WB analysis showed in C and normalized by the GAPDH housekeeping. Values are shown as mean ± SD; *n* = 3, * *p* < 0.05.

**Figure 3:**
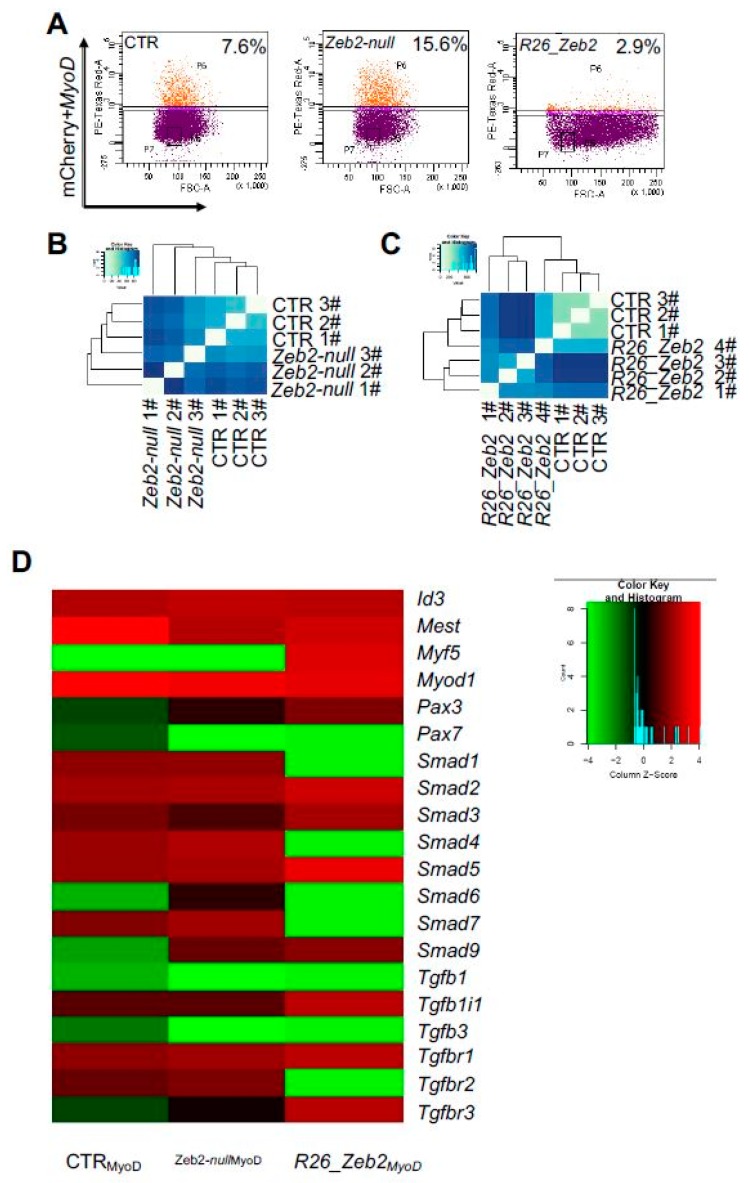
FACS-sorting and single cell RNAseq analysis of *Zeb2-null* and *R_26 Zeb2* mESCs. (**A**) Quantification of mCherry/MyoD-positive cells by fluorescence-activated cell sorting. Unbiased clustering of CTR mESCs vs *Zeb2-null* (**B**) and *R26_Zeb2* (**C**) mESCs analyzed by single RNA-seq. (**D**) The heatmap of expression levels of 20 myogenic regulatory genes from CTRL_MyoD_ (*n* = 3), *Zeb2-null*_MyoD_ (*n* = 3), and *R26_Zeb2*_MyoD_ (*n* = 4) sorted cells analyzed by single RNA-seq.

**Figure 4:**
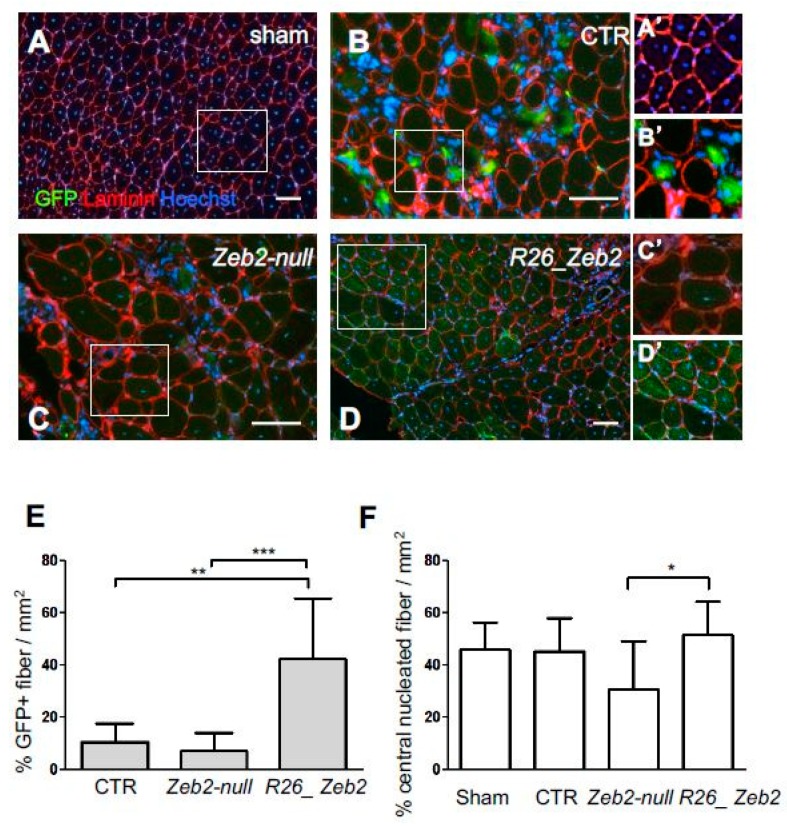
Intramuscular injections of *Zeb2-null* and *R26_Zeb2* mESC derivatives in an acute muscle injury model. Immunofluorescence analysis of GFP (green) and laminin (red) in sham-operated (**A**,**A**’) muscles or injected with CTR (*Zeb2 ^flox/flox^* as control) (**B**,**B**’), *Zeb2-null* (**C**,**C**’), and *R26_Zeb2* (**D**,**D**’) GFP^+^ mESC derivatives. Nuclei were stained in blue with Hoechst; scale bars = 100 µm. Quantification of GFP^+^ (**E**) and GFP^+^ central nucleated (**F**) fibers in injected muscles and expressed as mean ± SD; *n* = 5 (10 randomly selected fields were examined per sample); * *p* < 0.05, ** *p* < 0.005, *** *p* < 0.0001.

**Figure 5:**
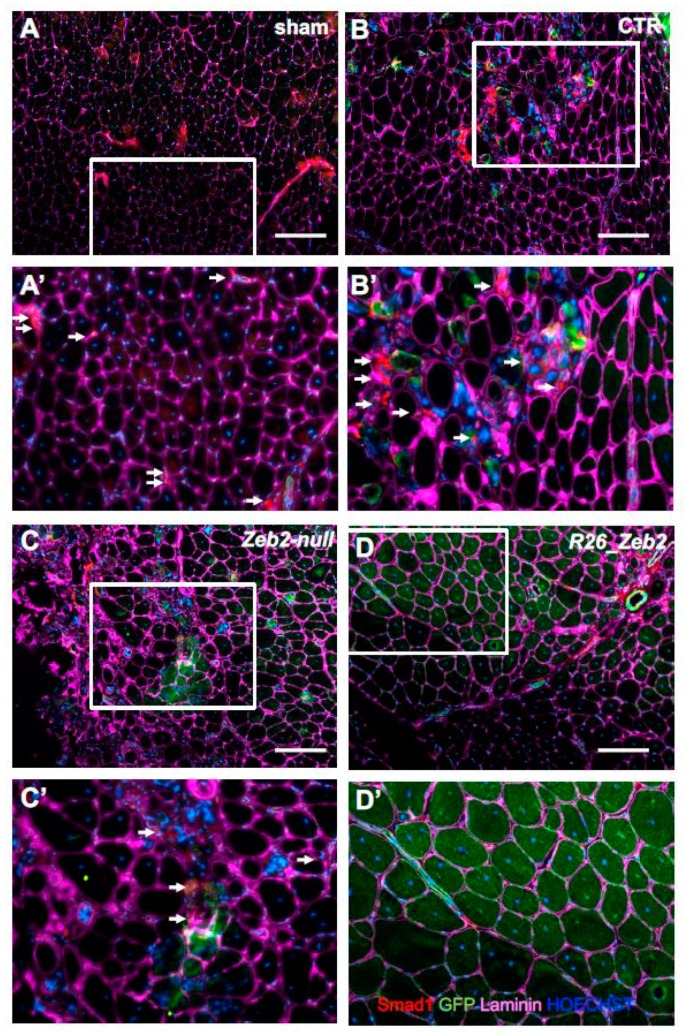
Smad1+ cells in muscles injected with *Zeb2-null* and *R26_Zeb2* mESC derivatives. Immunofluorescence analysis of Smad1 (red), GFP (green), and laminin (magenta) in sham-operated ((**A**) and inset (**A’**)) muscles, or injected with CTR (*Zeb2 ^flox/flox^* as control) ((**B**) and inset (**B’**)), *Zeb2-null* ((**C**) and inset (**C’**)), and *R26_Zeb2* ((**D**) and inset (**D’**)) GFP+ mESC derivatives. Arrows indicate Smad1+ nuclei. Nuclei were stained in blue with Hoechst; scale bars = 200 μm.

**Figure 6:**
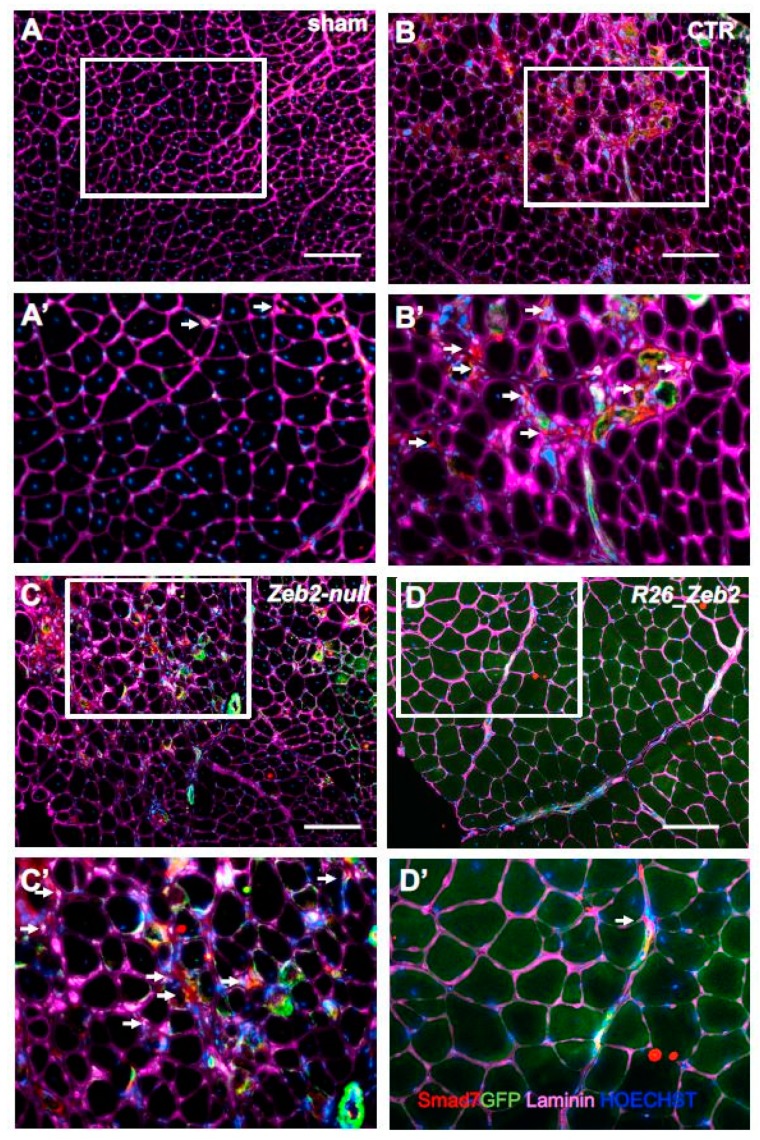
Smad7+ cells in muscles injected with *Zeb2-null* and *R26_Zeb2* mESC derivatives. Immunofluorescence analysis of Smad7 (red), GFP (green), and laminin (magenta) in sham-operated ((**A**) and inset (**A’**)) muscles, or injected with CTR (*Zeb2 flox/flox* as control) ((**B**) and inset (**B’**)), *Zeb2- null* ((**C**) and inset (**C’**)), and *R26_Zeb2* ((**D**) and inset (**D’**)) GFP+ mESC derivatives. Arrows indicate Smad7+. Nuclei were stained in blue with Hoechst; scale bars = 200 μm.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/7/2525/s1.

# Supplementary material for: Zeb2 Regulates Myogenic Differentiation in Pluripotent Stem Cells
**Source:** Int J Mol Sci. 2020 Apr 5;21(7):2525. doi: 10.3390/ijms21072525

# Zeb2 Regulates Myogenic Differentiation in Pluripotent Stem Cells

Ester Sara Di Filippo<sup>1,2</sup>, Domiziana Costamagna<sup>2</sup>, Giorgia Giacomazzi<sup>2</sup>, Álvaro Cortés-Calabuig<sup>3</sup>, Agata Stryjewska<sup>2,†</sup>, Danny Huylebroeck<sup>2,4</sup>, Stefania Fulle<sup>1</sup> and Maurilio Sampaolesi<sup>2,5,\*</sup>

## SUPPLEMENTAL INFORMATION

### Supplementary Materials and Methods

#### **NADH – transferase staining.**

Muscle sections (7 µm) were rehydrated into PBS and incubated for 20 minutes at 37 °C with 0,4 mg/ml of NADH, 0,8 mg/ml of NBT in 0,1M Tris HCl. Washed twice in water, dehydrated in 75% of Ethanol for 1 minute, 95% of Ethanol for 1 minute 100% of Ethanol for 5 minutes. Remove the Ethanol with Xylene for 5 minutes. The day after, the sections were mounted with glycerol and then photographed. To quantify both the glycolytic fibers and the oxidative fibers in each coverslip/sample was calculated using the ImageJ software.

**Plasmids and transfection assays in C2C12 myoblast cell lines.** Transfection experiments with Zeb2 and *ZnfZeb2* mutant plasmids were carried out using Lipofectamine 2000 (Invitrogen). The day before the transfection, the C2C12 cells were seeded according to the manufacturer's protocol. The DNA-Lipofectamine complexes were incubated for 20 minutes at room temperature, added directly to the cell lines and after 9 h the growth medium was added. The following day, the growth medium was removed and was replaced with the differentiation medium.

Figure S1

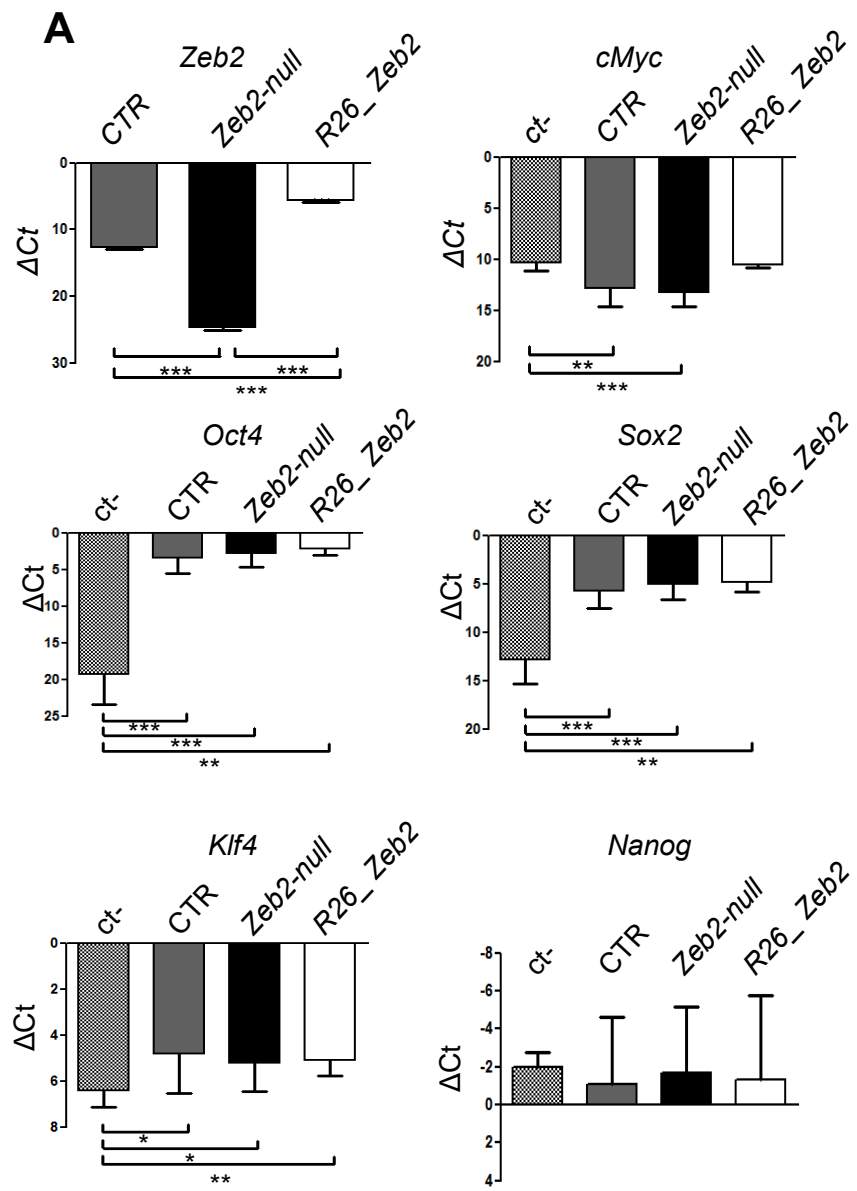

Figure S1. Pluripotent gene expression in *Zeb2*-null and *R26\_Zeb2* mESCs.

(A) qRT-PCR analysis for the expression of *Zeb2*, *cMyc*, *Oct4*, *Sox2*, *Klf4* and *Nanog* in wt (CTR), *Zeb2*-null and *R26\_Zeb2* mESCs and in MEF (ct-). Values are shown as mean  $\pm$  SD, n= 3, \*p<0.05, \*\*p<0.005, \*\*\*p<0.0001.

**Figure S2**

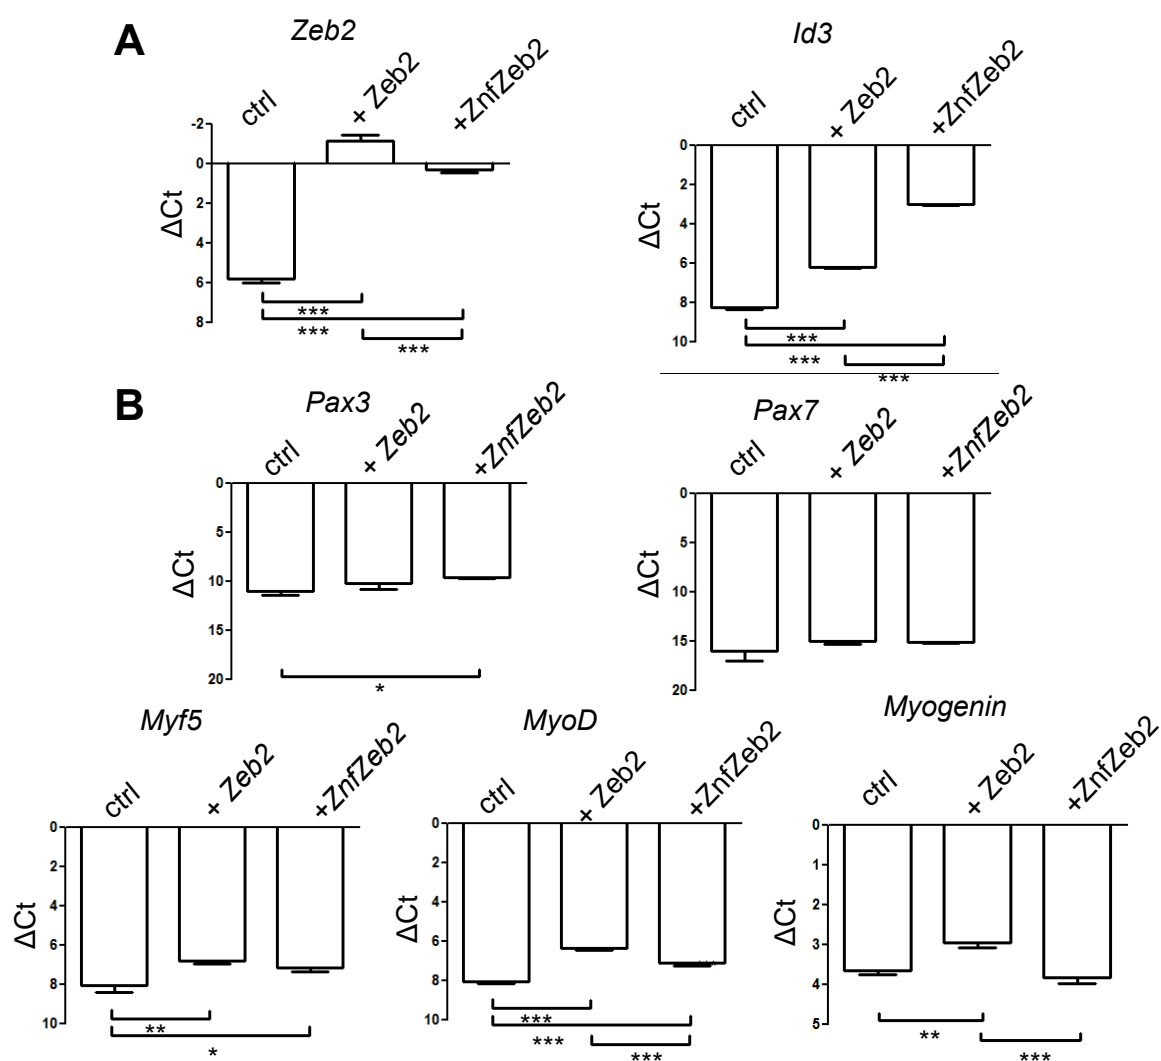

**Figure S2**

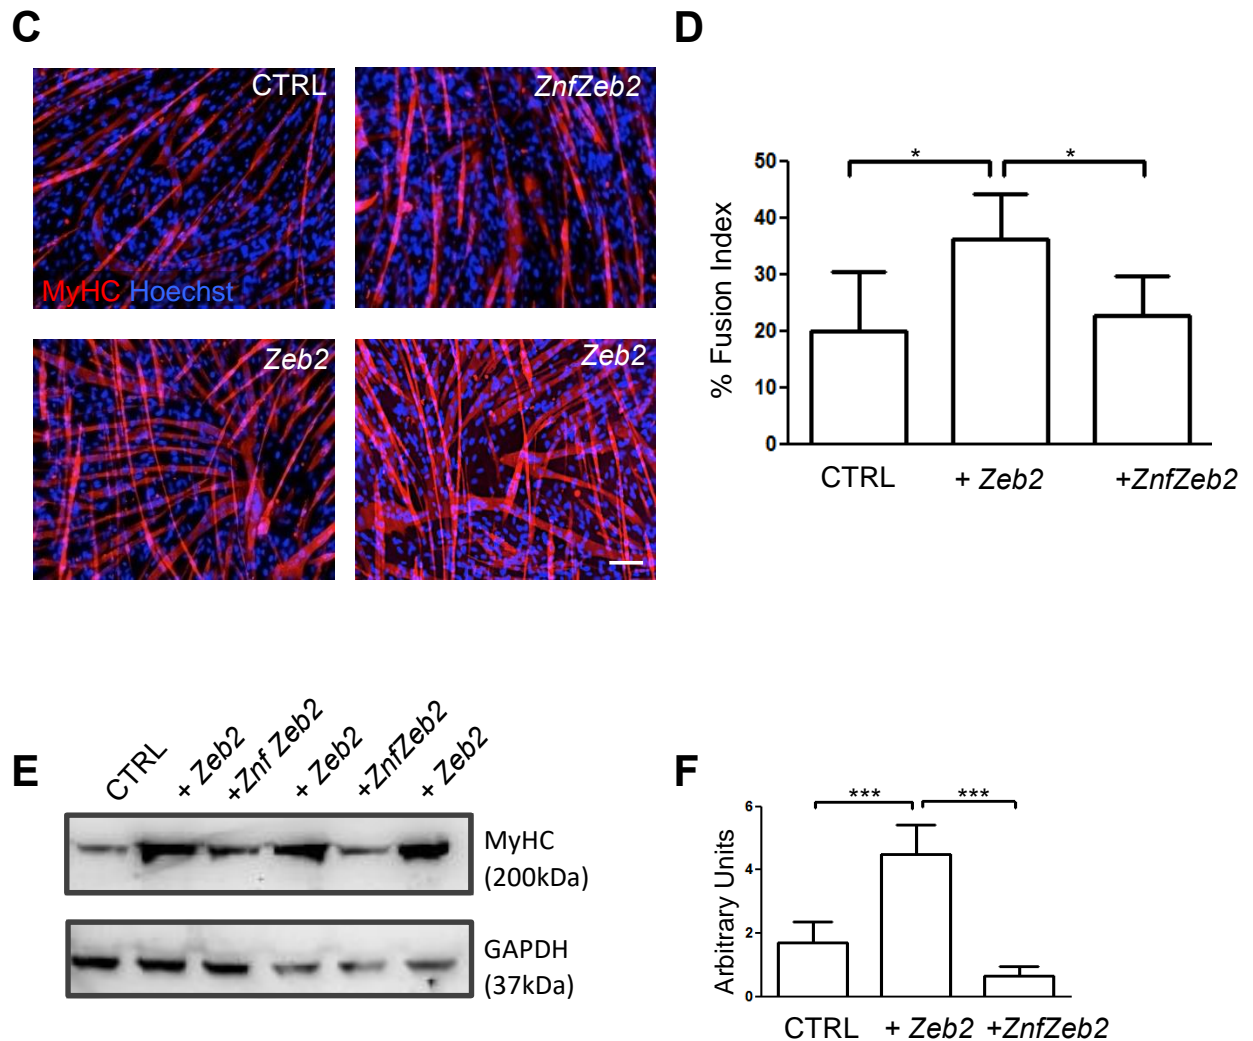

**Figure S2. Zeb2 overexpression in C2C12 cells.**

(A) C2C12 were transfected with Zeb2 (+ Zeb2) or with *ZnfZeb2* mutant (+*ZnfZeb2*). At day 7 from serum starvation when C2C12 were fully differentiated, qRT-PCR analysis for the Zeb2 and Id3 mRNA levels was performed. (B) qRT-PCR analysis for Pax3, Pax7, Myf5, MyoD and Myogenin at day 7 from myogenic induction in C2C12 transfected with Zeb2 (+Zeb2) or *ZnfZeb2* mutant (+*ZnfZeb2*) plasmids. Gapdh was used as a housekeeping gene for normalization. Values are shown as mean  $\pm$  SD; n = 3, \*p<0.05, \*\*p<0.005, \*\*\*p<0.0001. (C) Immunofluorescence analysis of MyHC (in red) at day 7 from myogenic induction in C2C12 transfected with Zeb2 (+Zeb2) or *ZnfZeb2* mutant (+*ZnfZeb2*) plasmids. Nuclei were stained in blue with Hoechst. Scale bars = 50  $\mu$ m. (D) The percentage of fusion index in C2C12

transfected with Zeb2 (+Zeb2) or *ZnfZeb2* mutant (+*ZnfZeb2*) plasmids are expressed as mean  $\pm$  SD; n = 5 (10 randomly selected fields were examined per sample); \*p<0.05. (E) Example of WB analysis for MyHC and GAPDH in samples showed in C. (F) Quantification of WB analysis shown in E. Values are shown as mean  $\pm$  SD; n = 3, \*\*\*p<0.0001

Figure S3

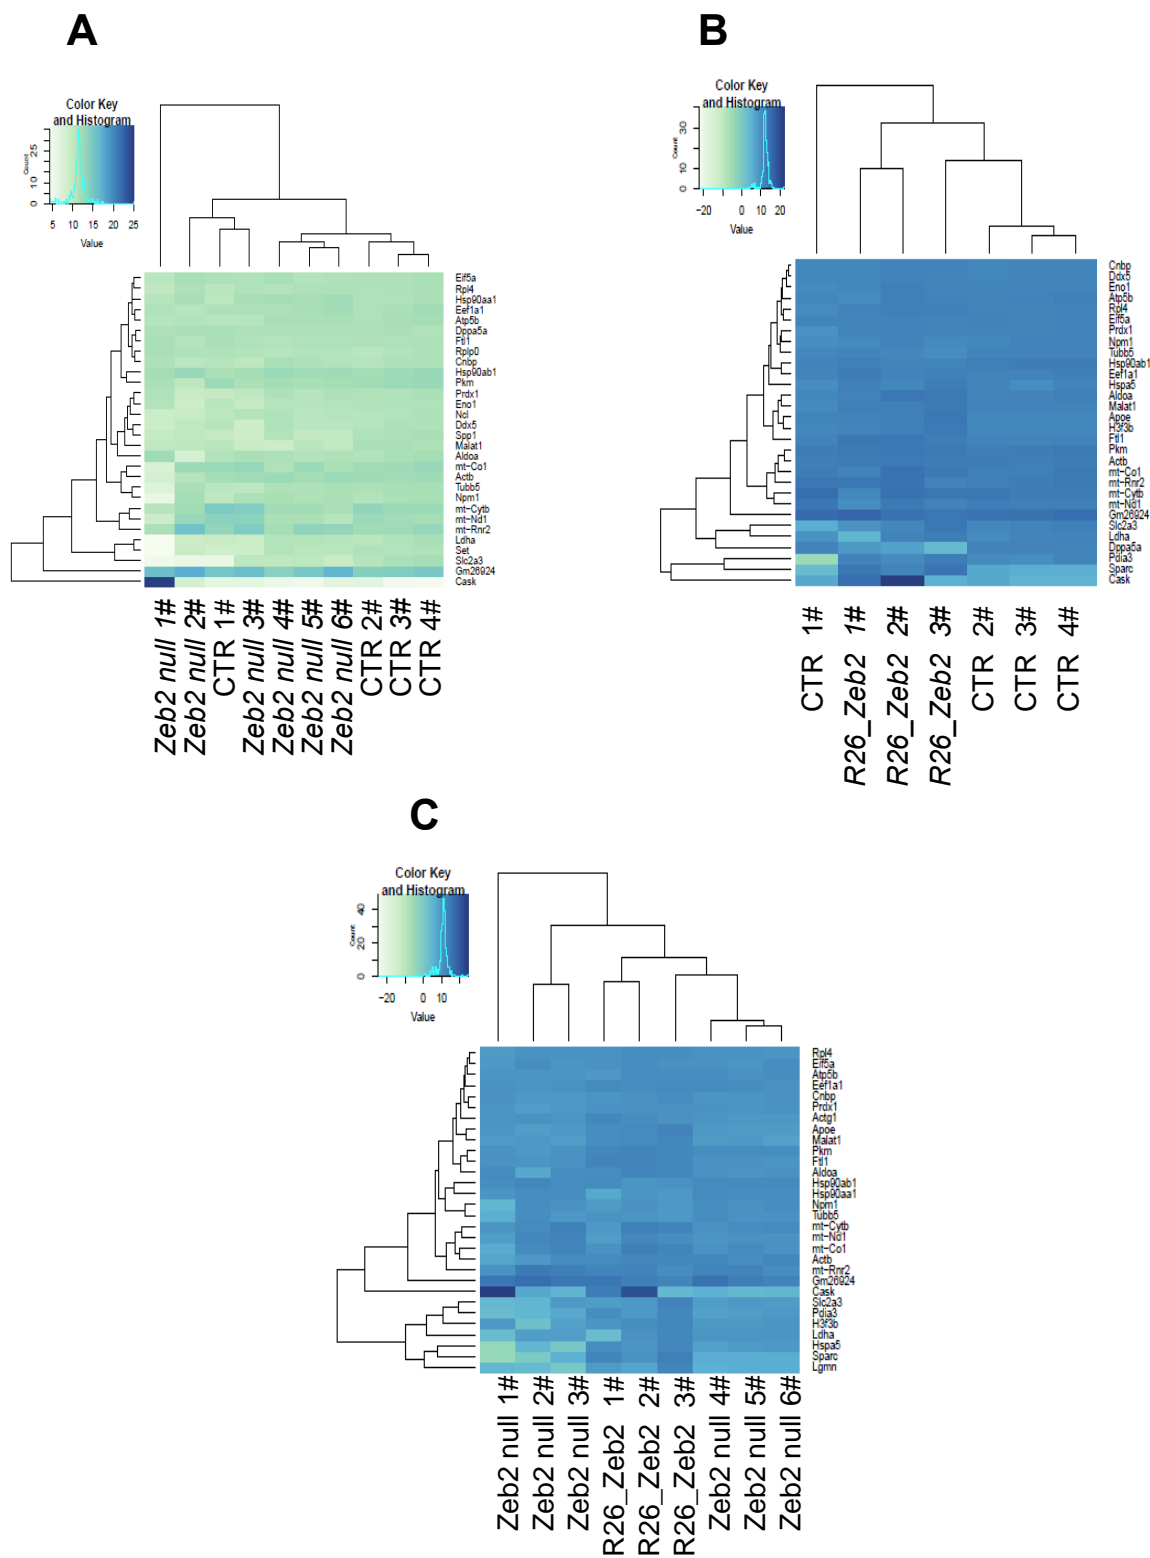

**Figure S3. A heatmap of the top 30 highly expressed genes in wt (CTR), *Zeb2-null* and *R26\_Zeb2* mCherry/MyoD-positive cells.**

(A) Comparison between CTRL (n=4) and *Zeb2-null* (n=6) single cells. (B) Comparison between CTRL (n=4) and *R26\_Zeb2*, (n=3) single cells. (C) Comparison between *Zeb2-null* (n=6) and *R26\_Zeb2* (n = 3) single cells.

**Figure S4**

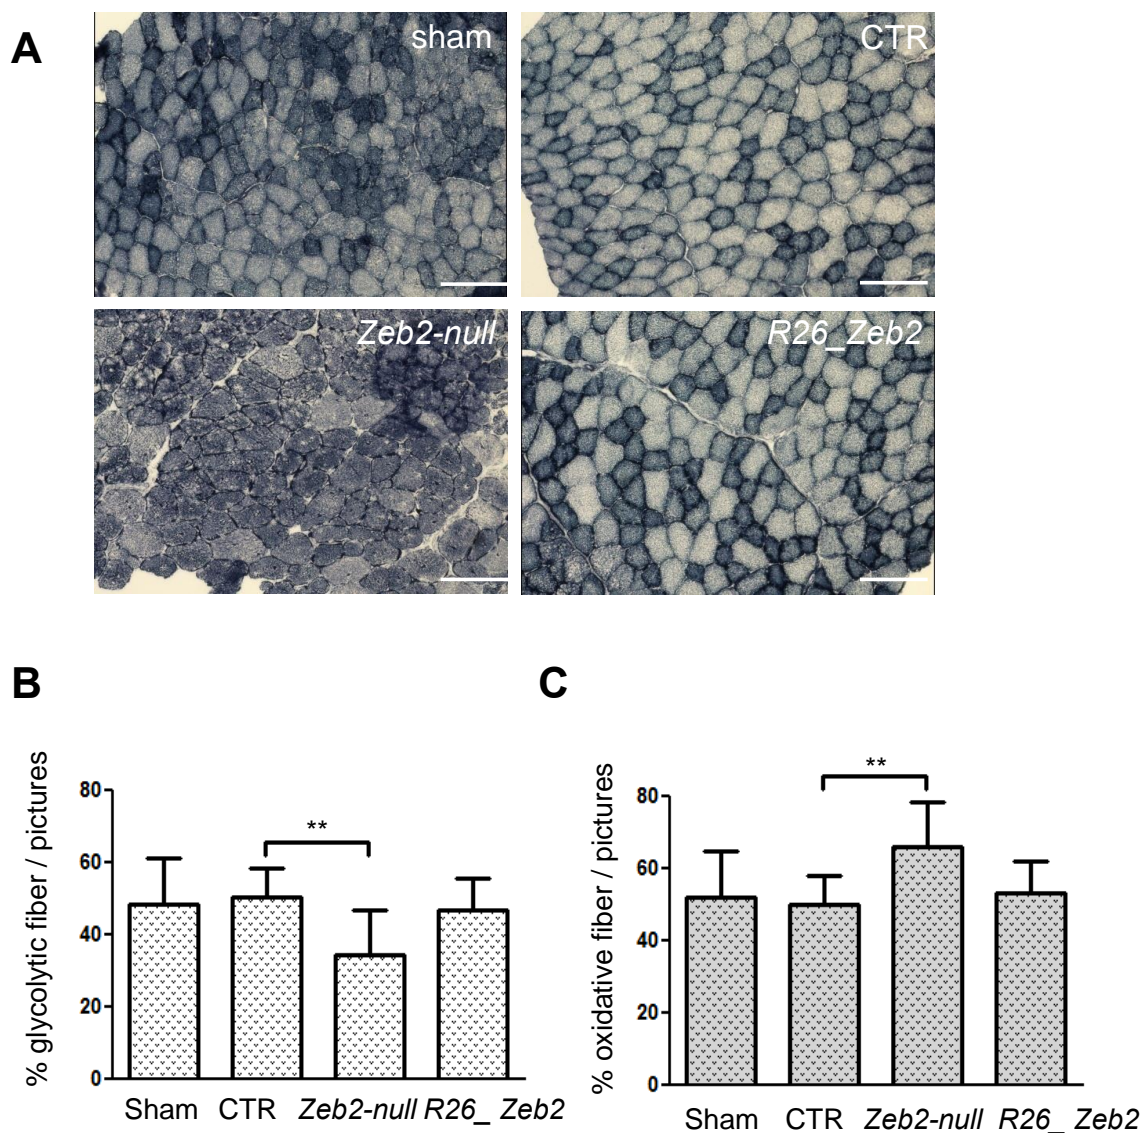

**Figure S4. Oxidative and glycolytic muscle fibers in acute injured muscles transplanted with GFP+ wt, *Zeb2-null* and *R26\_Zeb2* mESC derivatives.**

(A) NADH – transferase staining in cross sections of *tibialis anterior* muscles from sham mice or treated with GFP+ CTR (*Zeb2<sup>flox/flox</sup>*), GFP+ *Zeb2-null*, or GFP+

*R26\_Zeb2* mESC derivatives. (B, C) Quantification of oxidative and glycolytic fiber types from *tibialis anterior* muscles of treated mice. Data are expressed in percentages as mean  $\pm$  SD, n = 5 independent experiments (10 randomly selected fields per sample were examined). \*\* p<0,005.

**Figure S5**

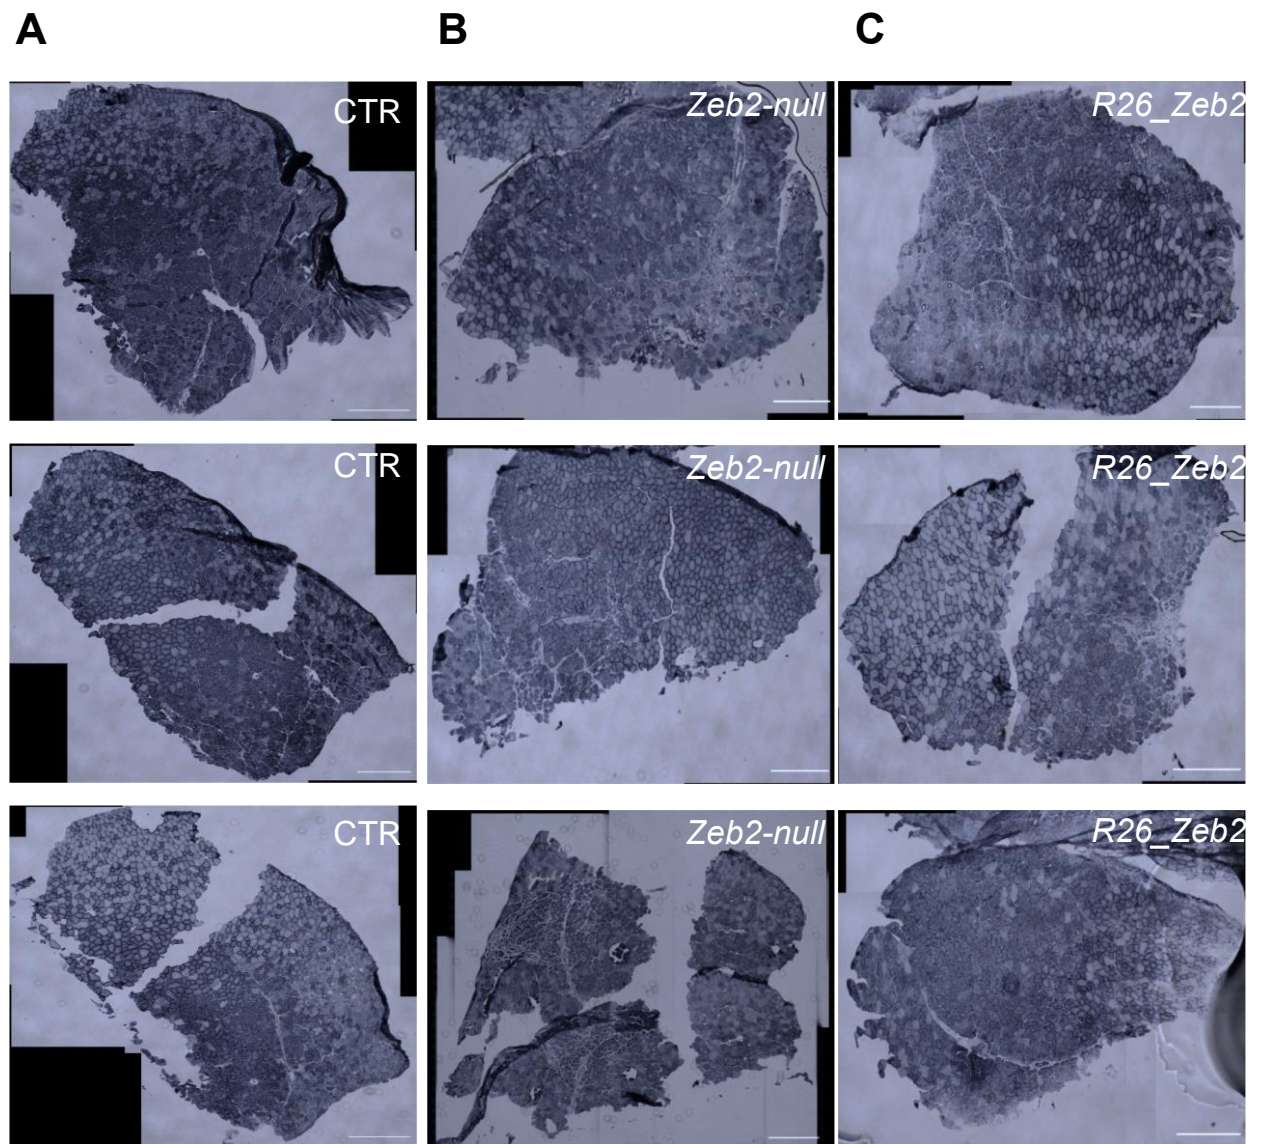

**Figure S5. Examples of whole muscle section reconstructions upon NADH – transferase staining of treated muscles.** NADH transferase staining of *tibialis anterior* cross-sections from muscles treated with GFP+ CTR (*Zeb2<sup>flox/flox</sup>*), GFP+ Zeb2-null, or GFP+ *R26\_Zeb2* mESC derivatives. Scale bars = 200  $\mu$ m.

**Uncropped western blot filters used in the figures**

**WB filter used in Figure 2C**

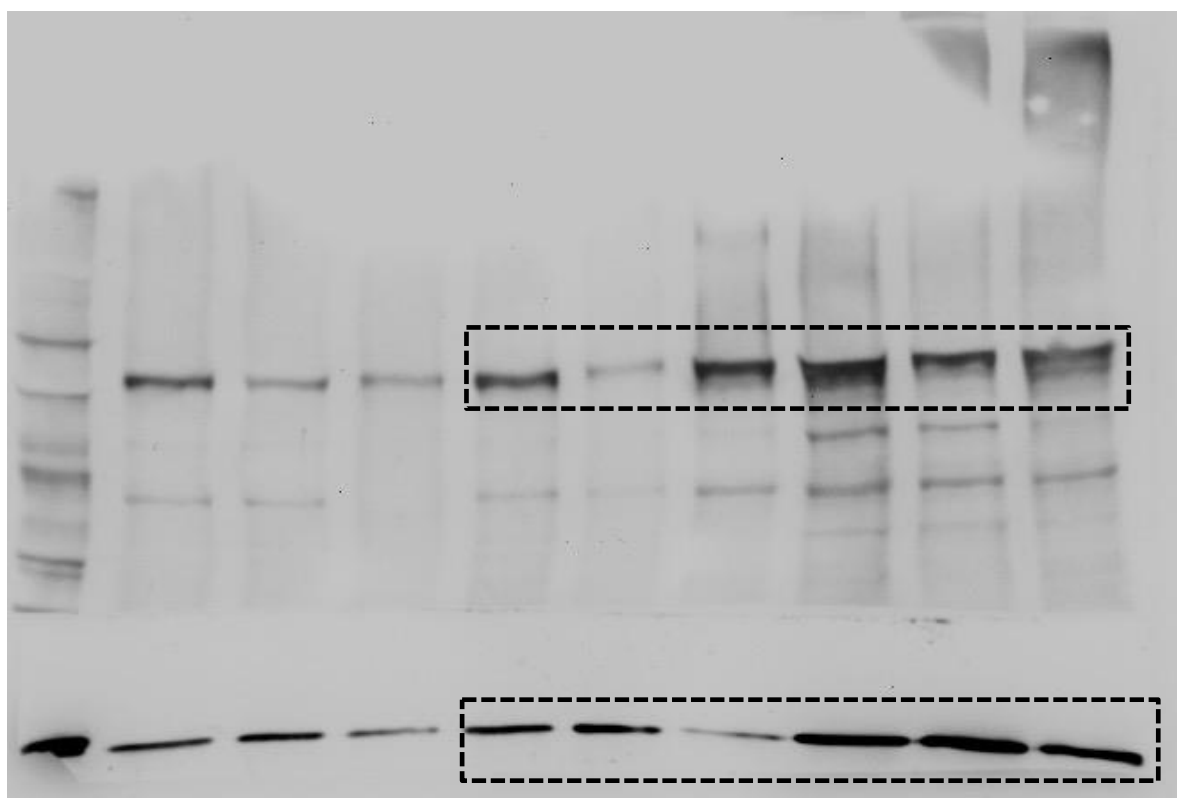

**WB filters used in Figure S2E**

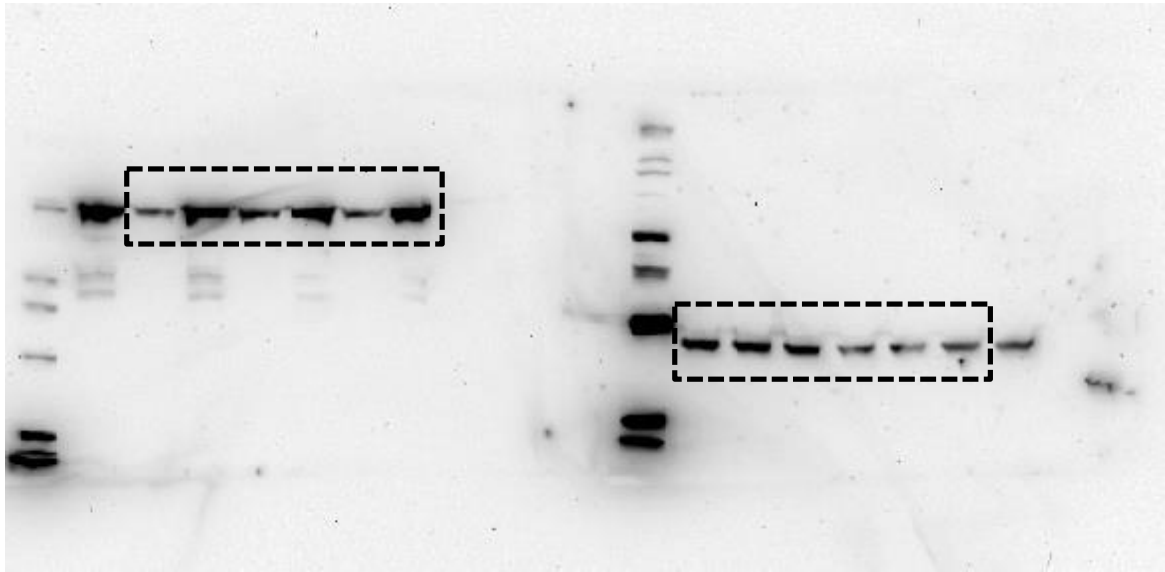

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

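RNA of 23 single mESCs was measured by Smart-Seq2. As the paper states, the authors checked the reads with FastQC, filtered adapters, aligned the reads to mm10 with TopHat, and counted reads per gene with HTSeq using the Ensembl annotation. The files the authors deposited hold raw counts per gene symbol for 1 cell each, without normalization, for 43472 genes and 5 lines of reads that were assigned to no gene. Those 5 lines were kept out of the totals, and made up 69.9% to 94.8% of all lines summed per library. The median library had 2445910 counts on genes and 10684 genes with at least 1 count.

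Each file was mapped to its condition from the sample labels and the numbers of cells in the paper's legends. The labels name no culture, so each of the 6 conditions was 1 sample and no test between conditions, p-value or number of changed genes was computed. Counts were scaled to CPM by the total of each cell. Pooled CPM had exact 95% Poisson intervals, ratios of pooled CPM had exact conditional binomial intervals, and a group at 0 was set to 3 counts over the group for a bound. These intervals and bounds cover counting error only. The counts of the third CTR_MyoD cell, all even, were divided by 2 before pooling, because the planned intervals take each count as 1 read. This step was not planned and was chosen after the values were seen.

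Clustering used complete linkage on Euclidean distances of log2(CPM + 1). Genes were ranked by the difference in mean log2(CPM + 1) between conditions, and the 5 highest and 5 lowest with a pooled level of at least 20 CPM in one condition were named, together with the genes of Figure 3D, Zeb2, Zeb1, Id1 to Id4, Myog, Malat1, Sparc, the most abundant gene of each cell and 80 genes in 9 marker lists, of which 79 had a name in the files. The lists were pluripotency, primed epiblast, extraembryonic endoderm, mesoderm, skeletal muscle, feeder fibroblast, Y chromosome, X inactivation, and BMP and Id targets. The ranking was tested on simulated data with 200 changed genes, of which 198 to 200 were among the 200 largest differences in the 7 comparisons. The 20 genes of Figure 3D were compared with 10000 random lists matched on level. Positions are those of GENCODE M21 on GRCm38, the assembly also called mm10. Of the gene symbols, 39483 had a position there, with 91.1% of the counts.

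The alternatives were an equal weight for each cell, median-of-ratios size factors, totals without mitochondrial genes and the 2 most abundant nuclear genes, cells with at least 2000 genes only, thinning to 495738 counts, other filters, pseudocounts and distances for the clustering, and leaving out each cell in turn. They were fixed before the data were examined, apart from the use of the third CTR_MyoD cell as deposited. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The qRT-PCR, microRNA, imaging and transplantation experiments were not analysed here.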

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

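The tests on genes matched to Myod1, on genes detected outside Cask, on the 2 index sets and on collagen genes were chosen only after the results were seen. Cells far from the others were sought in the conditions with at least 4 cells, by the gap to the nearest cell divided by the range. Of 43 groups of values, 16 held such a cell, where chance marks about 1 in 20 groups. In 9 of the 16, every other cell had no count, so that any count would stand apart.

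The second CTR cell had 3204 genes with a count, against 11211 to 12522 in the other three, and 7.48% of its counts were mitochondrial, against 2.35% to 3.10%. Its total of 439179 counts was the lowest of all libraries. Depth was not the whole cause, because with the others thinned to that number of counts they still had 9502 to 10323 genes. No biological explanation was tested. The fourth CTR cell was the only one with counts on Zeb2, at 0.283 CPM from 2 counts. It was also the deepest library.

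In the fifth Zeb2-null cell, Cask took 98.1% of the counts, while the most abundant gene took 1.38% to 15.7% in the other five. Outside Cask this library held 43186 counts on 1535 genes. With the other 22 libraries thinned to as many counts, the fewest genes were 1718, in the second R26_Zeb2_MyoD cell, so the margin was narrow. This is consistent with little other RNA in that library, which does not say where the Cask reads came from. The genotype gave no explanation, since the other five Zeb2-null cells had at most 0.0225% of their counts on Cask.

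Among Zeb2-null cells, the third was high for Smad3 (30.4 CPM) and Smad5 (29.5 CPM), the sixth for Smad4 (395.4 CPM) and the fourth for Smad7 (216.4 CPM). Each was the value of 1 cell, and neither a technical nor a biological explanation was tested for these 4.

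In R26_Zeb2_MyoD, 8 values of single cells stood apart. They were Zeb2 in the second cell (4.03 CPM, 2 counts), Myod1 (159.0 CPM) and Myf5 (116.6 CPM) in the fourth, and Smad5 (165.9 CPM) in the first. In the third they were Id3 (27.4 CPM), Mest (69.8 CPM), Smad2 (62.9 CPM) and Smad3 (10.6 CPM). These libraries had fewer genes with a count than those of the other MyoD-transfected cells, also at one depth. Among lists matched to the Figure 3D genes on level, fewer genes were at 0 in all 4 cells for 24.65%. The number of zeros on the list is thus one that fewer genes detected would give. This rested on the third cell, which had the most genes. Without it, 16 of the 20 genes were at 0 and 94.86% of the matched lists had fewer. The list also holds genes near 0 in CTR_MyoD, such as Smad6 and Tgfb1 at 0.121 CPM, so it says little on Smad1, Smad4 and Smad7. Of genes matched to these on level, 33.0%, 22.5% and 28.5% were at 0, and they were not tested as a set. For Myod1, 5% of 200 genes matched on level had at most 1 count in 3 or more of the cells. This lay exactly at the limit of 5% set for fewer genes detected as the explanation. The genotype stays open as a cause of the low Smad and Myod1 counts, since each condition was 1 sample. A sorted cell without the MyoD plasmid stays open too for Myod1, since the paper sorted on mCherry, which was on a separate plasmid.

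The paper discusses Sparc but not the other genes of the extraembryonic endoderm list, whose sum was high in R26_Zeb2 and R26_Zeb2_MyoD. The 20 genes summed to 15839.9 CPM (95% interval 15761 to 15919) in R26_Zeb2, 202.5 CPM in CTR and 151.1 CPM in Zeb2-null. The 3 R26_Zeb2 cells were at 1917, 20105 and 25840 CPM, above every CTR cell (9.11 to 416.4 CPM). In R26_Zeb2_MyoD the sum was 3488 CPM (3443 to 3533), against 273.0 CPM in CTR_MyoD and 156.1 CPM in Zeb2-null_MyoD. The first R26_Zeb2_MyoD cell, at 279.1 CPM, overlapped the CTR_MyoD cells (191.0 to 324.4 CPM), and the other three were at 2390 to 11565 CPM. By the difference in mean log2(CPM + 1), 10 of the genes were higher in R26_Zeb2_MyoD than in CTR_MyoD and 8 were lower. Of these 8, Lamb1 (487.4 against 29.7 CPM), Pdgfra (15.4 against 1.21 CPM) and Lrp2 (59.3 against 40.9 CPM) were higher in pooled level. Lamc1 was lower in both. Gata4, Gata6, Sox7 and Srgn had only 1, 3, 1 and 16 counts in CTR_MyoD. Whether the list rose as a whole there thus depended on the measure.

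For the high Sparc in R26_Zeb2, 3 explanations were tested. The other genes of the endoderm list had a median difference of 3.10 on the log2 scale from CTR, consistent with an extraembryonic endoderm identity of the R26_Zeb2 cells. Over the whole list 18 of 20 genes were higher, with a median of 3.69, and 1.81 without the third R26_Zeb2 cell. The CTR cells had counts on 11 of these genes, and Sparc is the one the study picked. The 12 genes of the feeder fibroblast list had a median difference of 0, with 5 higher, 1 lower (Fn1) and 6 at 0 in every R26_Zeb2 cell. Together they were at 258.7 CPM in R26_Zeb2 and 378.9 CPM in CTR. In the second and the third R26_Zeb2 cell, with 9123 and 9133 CPM of Sparc, no collagen gene of that list was above 5.40 CPM, and Fn1 was at 6.36 and 9.40 CPM. Vim was at 836.2 and 171.9 CPM there, and Tagln at 434.5 and 0.200 CPM. The collagens argue against feeder fibroblasts as the source of Sparc in these 2 cells. For the first R26_Zeb2 cell, at 481.8 CPM of Sparc, feeder fibroblasts cannot be told apart from a change in the cell itself, because 1 collagen, Col1a1, was at 99.7 CPM and Vim at 0.258 CPM.

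The index sets do not account for Sparc either. The first 2 R26_Zeb2 cells shared their index with the CTR_MyoD and Zeb2-null_MyoD cells, which were at no more than 83.8 CPM of Sparc. The third R26_Zeb2 cell, at 9133 CPM, shared its index with the CTR and Zeb2-null cells, at 0 to 129.9 CPM. The R26_Zeb2_MyoD cells, with the index of the first 2, were at 161.3 to 2553 CPM. The genotype that the labels name and a difference between cultures both stay open for the endoderm genes, since each condition was 1 sample.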

How the results depend on the processing

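The use of the third CTR_MyoD cell with its counts as deposited was chosen only after the data were seen, as was running the alternatives for Smad1, Smad4, Smad7 and Myod1 over Zeb2-null_MyoD, Sparc over Zeb2-null and Mest in R26_Zeb2_MyoD over CTR_MyoD. Of 462 values under alternatives, 272 stayed within the limits set for them, 190 moved beyond and 0 called directions reversed, although ratios without a called direction changed sign. A direction between conditions was called only where the cells were already separate, so leaving out or averaging cells could not reverse it. Ratios below are on the log2 scale. The cause of a move was not tested, except that leaving out the only cell with counts on a gene takes its counts away. A condition without counts was then set to 3 counts, so that its ratio is a bound.

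The lower Smad1, Smad4 and Smad7 in R26_Zeb2_MyoD than in CTR_MyoD and Zeb2-null_MyoD kept their direction under every alternative run. So did the higher Sparc in R26_Zeb2 than in CTR and Zeb2-null, the lower Mest in Zeb2-null_MyoD and R26_Zeb2_MyoD than in CTR_MyoD, and the lower Myod1 in R26_Zeb2_MyoD than in Zeb2-null_MyoD. The median genes detected, the nearest cells in the clustering and the ratios of Zeb2 moved no further than their limits, which for Zeb2 were wide because its counts were few.

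With the mean of the CPM of each cell, R26_Zeb2_MyoD over CTR_MyoD was -2.34 for Myod1, -3.90 for Mest, -1.99 for Smad3 and -0.98 for Smad2. Over Zeb2-null_MyoD it was -2.98 for Myod1, -0.86 for Smad2, 0.59 for Smad5, -1.34 for Mest and -3.45 for Id3. Zeb2-null_MyoD over CTR_MyoD was 0.65 for Id3, and R26_Zeb2 over CTR was 0.16 for Malat1 and 7.20 for Sparc. Over Zeb2-null, Sparc was 6.39.

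With median-of-ratios size factors, R26_Zeb2_MyoD over CTR_MyoD was -2.50 for Myod1, -4.02 for Mest, -2.11 for Smad3 and -1.10 for Smad2. Over Zeb2-null_MyoD it was -3.16 for Myod1, -0.99 for Smad2, -1.55 for Mest and -3.53 for Id3. Zeb2-null_MyoD over CTR_MyoD was 0.61 for Id3 and -2.47 for Mest. R26_Zeb2 over CTR was 1.19 for Malat1 and 7.95 for Sparc, which ranked 6. Over Zeb2-null, Sparc was 7.18.

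With totals without mitochondrial genes and the 2 most abundant nuclear genes, R26_Zeb2_MyoD over CTR_MyoD was -3.10 for Mest. Over Zeb2-null_MyoD it was -4.06 for Myod1, -0.30 for Smad2, -0.54 for Mest and 0.56 for Smad5. R26_Zeb2 over CTR was 0.46 for Malat1 and 7.30 for Sparc, which ranked 1. With only cells of at least 2000 genes, Sparc in R26_Zeb2 over Zeb2-null was 5.74.

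With each cell thinned to 495738 counts, R26_Zeb2_MyoD over CTR_MyoD was -2.37 for Myod1, -3.83 for Mest, -2.74 for Smad3, -1.09 for Smad2, -3.00 for Smad7 and 3.78 for Myf5. Over Zeb2-null_MyoD it was -3.06 for Myod1, -2.42 for Smad1, -4.56 for Smad4, -3.64 for Smad7, -1.16 for Smad2, 0.39 for Smad5, -1.43 for Mest and -3.47 for Id3, and Smad3 had too few counts for a ratio. Zeb2-null_MyoD over CTR_MyoD was 0.40 for Id3 and -2.40 for Mest. The bounds of genes at 0 are nearer to 0 at this depth because 3 counts are a larger share of the total.

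With counts as deposited, Id3 in Zeb2-null_MyoD over CTR_MyoD was 0.49, and 30.16% of matched lists had fewer genes at 0. That share was 23.54% with lists matched on the mean CTR_MyoD CPM and 9.24% on the pooled Zeb2-null_MyoD CPM. With a pseudocount of 10, the endoderm list differed by 2.61 between R26_Zeb2 and CTR and by 0.81 between R26_Zeb2_MyoD and CTR_MyoD, and the pluripotency list by -3.61 and -3.46. Of the 10 largest differences, those kept with that pseudocount were 2 for Zeb2-null against CTR, 6 for R26_Zeb2 against CTR, 5 for Zeb2-null_MyoD against CTR_MyoD, 6 for R26_Zeb2_MyoD against CTR_MyoD and 3 for Zeb2-null_MyoD against Zeb2-null.

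Leaving out each cell in turn, R26_Zeb2_MyoD over CTR_MyoD ranged from -9.50 to -2.44 for Myod1, 4.51 to 6.55 for Myf5, -5.93 to -4.20 for Smad1, -6.07 to -4.72 for Smad4 and -5.63 to -4.37 for Smad7. It was -5.02 to 0.61 for Smad2, -3.31 to 0.21 for Smad3, -5.52 to 1.69 for Smad5, -8.14 to -2.36 for Mest and -3.11 to -1.07 for Zeb2. Over Zeb2-null_MyoD it was -9.84 to -2.78 for Myod1, -5.12 to -2.13 for Smad1, -6.67 to -5.45 for Smad4 and -6.19 to -4.87 for Smad7. It was -6.57 to -1.75 for Id3, -5.49 to 1.05 for Mest, -5.10 to 0.53 for Smad2, 0.12 to 3.18 for Smad3 and -5.37 to 1.83 for Smad5. The lowest for Id3, Mest, Smad2, Smad3 and Smad5 came without the only R26_Zeb2_MyoD cell with counts, the first for Smad5 and the third for the others, and are upper bounds. For Smad3 over Zeb2-null_MyoD the bound of 0.12 leaves the direction open. The values for Smad1, Smad4 and Smad7 are upper bounds and those for Myf5 lower bounds. Zeb2-null_MyoD over CTR_MyoD was -0.0067 to 2.54 for Id3 and -3.91 to -1.98 for Mest. R26_Zeb2 over CTR was 2.68 (a lower bound) to 5.13 for Zeb2, -1.02 to 0.53 for Malat1 and 5.46 to 7.53 for Sparc (4.67 to 6.74 over Zeb2-null), with ranks 10 to 15 for Malat1 and 2 to 11 for Sparc. No ratio could be given for Myf5 without the fourth R26_Zeb2_MyoD cell or for Zeb2 without the third R26_Zeb2 cell or the third CTR_MyoD cell.

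The Figure 3D genes at 0 in R26_Zeb2_MyoD ranged from 8 to 16, and the matched lists with fewer from 21.62% to 94.86%, both highest without the third cell. The endoderm list ranged from 1.81 to 4.06 in R26_Zeb2 and from 0 to 1.75 in R26_Zeb2_MyoD, and the pluripotency list from -6.75 to -4.55 and -6.48 to -4.34. Of the 10 largest differences, 4 to 9 were kept for Zeb2-null against CTR, 3 to 8 for R26_Zeb2 against CTR, 5 to 7 for Zeb2-null_MyoD against CTR_MyoD and 6 to 9 for R26_Zeb2_MyoD against CTR_MyoD. Between cells with and without MyoD, 4 to 9 were kept in CTR, 4 to 9 in Zeb2-null and 5 to 6 in R26_Zeb2.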

Differences from the paper's values

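No test in this part was chosen only after the result was seen. Where the paper gives numbers, of cells and of reads per library, none differed beyond the limits set.

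The paper describes MyoD as expressed alike in the 3 MyoD-transfected conditions. Pooled Myod1 was 254.7 CPM in CTR_MyoD and 24.4 CPM in R26_Zeb2_MyoD, where 3 of 4 cells had at most 1 count. The log2 ratio was -3.38, and no alternative brought it above -2.34.

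The paper gives Smad3 as higher in R26_Zeb2_MyoD than in CTR. Over CTR_MyoD the pooled ratio was 0.591, and only without the third CTR_MyoD cell was it above 1, at 0.21 on the log2 scale. Over Zeb2-null_MyoD the pooled ratio was 6.39, but without the third R26_Zeb2_MyoD cell no count was left, against 6 in Zeb2-null_MyoD, and no direction could be given. The paper gives Smad2 as higher than in both, but the ratio of 1.08 over CTR_MyoD and 1.02 over Zeb2-null_MyoD had intervals that included 1. On the log2 scale these ratios rose to 0.61 and 0.53 without the first R26_Zeb2_MyoD cell, and to 0.34 and 0.27 without the fourth. The first was 0.40 without the third CTR_MyoD cell, and the second 0.44 without the first Zeb2-null_MyoD cell. Both were negative with the mean of the CPM of each cell, size factors, the reduced totals and thinned counts. Smad5 was higher in pooled level than in both, but all 325 counts were in the first R26_Zeb2_MyoD cell. Without it the condition was at 0, at most -5.52 over CTR_MyoD and at most -5.37 over Zeb2-null_MyoD against 3 counts. No direction was called because the cells overlapped.

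The paper gives Smad6 as lower in R26_Zeb2_MyoD. It had 1 count over the CTR_MyoD cells, 4 over the Zeb2-null_MyoD cells and 0 over the R26_Zeb2_MyoD cells, too few to show a difference. The paper ranks Mest lower in R26_Zeb2_MyoD than in Zeb2-null_MyoD, while the pooled ratio of 0.865 had an interval that included 1. Of the alternatives set before the data were examined, the log2 ratio was -1.34 with the mean of the CPM of each cell, -1.55 with size factors, -0.54 with the reduced totals and -1.43 with thinned counts. Without the third R26_Zeb2_MyoD cell, the only one with counts, it was at most -5.49 against 3 counts. Without the first Zeb2-null_MyoD cell it was -0.89, and without the third Zeb2-null_MyoD cell 1.05.

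The paper gives Id3 as raised in Zeb2-null_MyoD over the other two conditions. The pooled levels had this order, but the cells overlapped and no direction was called. The log2 ratio over CTR_MyoD was 0.90, from -0.0067 without the first CTR_MyoD cell to 2.54 without the third. The paper describes clusters that follow the origin of the cells. Only MyoD-transfected cells were clustered here. Most of them had a nearest cell of the same genotype, but the first split of the tree was the genotype under no alternative. The legend of Figure 3B,C does not name MyoD, so the paper may have clustered other cells.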

Other observations

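The tests on even counts, on genes detected with and without MyoD and on counts from the other strand, and leaving out cells for Malat1, Sparc, Yam1, Zeb1 and Id2 below, were chosen only after the results were seen.

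Dividing the counts of the third CTR_MyoD cell by 2 left 47.0% of its counts above 0 even, within the 39.6% to 47.5% of the other libraries. This is consistent with each read of that library having been entered 2 times in the counting. No biological explanation was tested, since the design gives none.

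Reads that fell on no gene were 0.720 to 1.03 times those on genes in each library, with a median of 0.918. For 54 pairs of genes that overlap on opposite strands, the median ratio of the counts on the other strand to those expected if reads came from both strands alike was 0.995. The ratios ranged from 0 to 4.93, with 33 pairs from 0.5 to 2 and 9 pairs under 0.1. A candidate explanation is that the counting used 1 strand of libraries without strand, a setting the paper does not name. Counts of genes that overlap another would then hold reads of both. No biological explanation was tested.

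Clustering over the 939 genes with a count in every CTR_MyoD and R26_Zeb2_MyoD cell again gave 6 of 7 cells a nearest cell of the same genotype. The R26_Zeb2_MyoD cells lay 61.7 to 96.2 from each other and 48.6 to 87.1 from the CTR_MyoD cells, so that they did not form a group, while the CTR_MyoD cells lay 17.6 to 19.7 from each other. An effect of the number of genes detected per cell cannot be told apart from one of culture or genotype, because these distances overlapped and each condition was 1 sample.

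At one depth, the CTR_MyoD and Zeb2-null_MyoD cells had a median of 11795.5 genes, 2344.5 more than the CTR and Zeb2-null cells (median 9451). Before thinning the difference was 3347.5 genes. What remained exceeded the 1000 genes set as the limit for an effect of depth, which argues against depth as the whole cause. The ranges of 10754 to 12382 and 1084 to 12089 overlapped, and the i5 index changed together with MyoD transfection, so no effect of MyoD is shown by this.

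Median differences on the log2 scale over marker lists are given in the order R26_Zeb2 against CTR, R26_Zeb2_MyoD against CTR_MyoD, Zeb2-null against CTR, and Zeb2-null_MyoD against CTR_MyoD. They were -5.20, -5.54, -1.41 and -0.09 for pluripotency, -3.63, -2.80, 0.08 and -0.87 for primed epiblast, and 3.69, 0.72, 0 and -0.24 for extraembryonic endoderm. The second endoderm value was 0 without the third R26_Zeb2_MyoD cell, and also 0 without Sparc. For mesoderm they were 0, -0.21, 0 and -0.05, for skeletal muscle 0, -0.57, 0 and -0.15, and for feeder fibroblast 0, 0, 0.21 and 0. They were -2.94, -4.62, -1.99 and -3.13 for the 4 Y chromosome genes, -1.59, -2.74, -1.01 and 0.07 for Xist, and 0.30, 1.19, -0.81 and -0.51 for BMP and Id targets. Cask took 98.1% of the counts of the fifth Zeb2-null cell and 69.4% of the first R26_Zeb2 cell. This lowers the CPM of every other gene in these cells, which are included in the values against CTR. Pooled sums went the other way in some of these comparisons. Xist was at 21.1 CPM in CTR and 36.5 CPM in Zeb2-null. Primed epiblast genes summed to 376.9 CPM in CTR_MyoD and 498.5 CPM in Zeb2-null_MyoD. Skeletal muscle genes summed to 84.5 CPM in CTR_MyoD and 110.5 CPM in R26_Zeb2_MyoD. CTR cells had counts on 10 of 10 pluripotency, 5 of 6 epiblast, 3 of 8 mesoderm, 5 of 13 muscle and 3 of 12 fibroblast genes. No gene was in 2 lists. Of the genes the paper discusses from these libraries, Sparc is in the endoderm list and Id3 in the list of BMP and Id targets. It names Oct4, Sox2, Klf4 and Nanog, and among muscle genes Myogenin, MRF-4 and Mef2, in other contexts.

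The pluripotency genes summed to 6839 CPM in CTR, 4620.3 CPM in Zeb2-null and 349.4 CPM in R26_Zeb2. The Zeb2-null value includes the fifth cell, at 114.8 CPM, where Cask took 98.1% of the counts. The other Zeb2-null cells were at 4109 to 6656 CPM, which overlapped the CTR cells. The R26_Zeb2 cells, at 110.3, 2016 and 220.5 CPM, lay below every CTR cell (5709 to 7570.4 CPM). The sums were 4253 CPM in CTR_MyoD, 4710.4 CPM in Zeb2-null_MyoD and 1127 CPM in R26_Zeb2_MyoD. The 4 Y chromosome genes did not move alike. In the order CTR, Zeb2-null and R26_Zeb2, Ddx3y was at 76.0, 5.87 and 0 CPM, Eif2s3y at 75.9, 14.0 and 0 CPM, Uty at 36.1, 5.42 and 65.9 CPM, and Kdm5d at 0.540, 5.51 and 1.22 CPM. In the order CTR_MyoD, Zeb2-null_MyoD and R26_Zeb2_MyoD, Ddx3y was at 45.0, 1.19 and 0 CPM, Eif2s3y at 80.5, 11.6 and 24.9 CPM (the last from 1 cell), Uty at 24.9, 2.79 and 0.449 CPM, and Kdm5d at 2.91, 5.71 and 0.749 CPM.

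Of the genes with the largest differences, Tinagl1, Krt8, Ctsh, Col4a1 and Gm10116 were highest in R26_Zeb2 against CTR, and Spp1, Pou5f1, Phc1, Nodal and Nanog lowest, at -10.57 for Spp1. Gm10116, Ftl2, Krt8, Car4 and Krt18 were highest in R26_Zeb2_MyoD against CTR_MyoD, and Msh6, Gm10263, Nr0b1, Tdh and Irgm1 lowest, at 8.99 for Gm10116. For all 20 the cells of the 2 conditions were separate. In Zeb2-null against CTR, Jun, Lpl, Plet1, Morc1 and Nek3 were higher with overlapping cells, and Uap1l1, Trim21, Inpp5b, Bend3 and Cdk20 were below every CTR cell. In Zeb2-null_MyoD against CTR_MyoD, RP23-204I16.3, Sh3gl3, Phlda2, Zscan4f and Rpph1 were above, and 2900011O08Rik, Ypel5, Twsg1, Tgds and Lamb1 below. Myod1 had the largest increase with MyoD transfection in CTR (7.49) and Zeb2-null (8.29). In R26_Zeb2 it was not among the 5 highest, Fam63a, Zfp57, B3galnt1, Nup62 and Cdca2, and the lowest were P4ha1, Srgn, Aqp8, P4ha2 and Tfpi. The next highest with MyoD were Tmeff1, Mir6236, Pnma5 and Baz2a in CTR, and the lowest were Trim21, Ncs1, Cdk20, Anxa2 and Gm13110. In Zeb2-null the next highest were Jmjd1c, Prrg4, Slc23a2 and Tmem41b, and the lowest were Cask, Eepd1, Rnf13, A130010J15Rik and Tmem219. No direction was called where the cells overlapped, which they did for Nup62, Cdca2 and P4ha2 in R26_Zeb2, for Ncs1, Cdk20 and Gm13110 in CTR, and for Slc23a2, Tmem41b and all 5 of the lowest in Zeb2-null.

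Malat1 was at 13195 CPM in R26_Zeb2_MyoD and 1654 CPM in CTR_MyoD, a ratio of 7.98 (95% interval 7.83 to 8.12), with every cell above. Leaving out 1 cell moved it further than counting error, from 4.80 without the first R26_Zeb2_MyoD cell to 9.66 without the third. Sparc had a ratio of 14.0 (12.7 to 15.5) in the same comparison, also with every cell above, from 8.00 without the fourth R26_Zeb2_MyoD cell to 18.6 without the first. Yam1 was at 5216 CPM in R26_Zeb2_MyoD and 143872 CPM in CTR_MyoD, with every cell below, a ratio of 0.0363 that ranged from 0.0221 to 0.0488 with 1 cell left out. Zeb1 was at 20.1 CPM in CTR_MyoD, 51.1 CPM in Zeb2-null_MyoD and 12.3 CPM in R26_Zeb2_MyoD, and had no count in R26_Zeb2 against 11.8 CPM in CTR. The cells overlapped in all of these comparisons. Of the 385 counts in Zeb2-null_MyoD, 297 were in the first cell, without which the level was 19.4 CPM, and all 82 counts in R26_Zeb2_MyoD were in the third cell.

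Without MyoD, Smad1 had no count in CTR or R26_Zeb2 and was at 13.8 CPM in Zeb2-null. In the order CTR, Zeb2-null and R26_Zeb2, Smad4 was at 22.0, 43.8 and 23.4 CPM, Smad2 at 84.0, 18.0 and 57.7 CPM, Smad3 at 10.7, 3.02 and 18.4 CPM, and Smad5 at 44.8, 5.87 and 16.2 CPM. Smad7 was at 33.8 and 28.4 CPM in CTR and Zeb2-null and had 1 count in R26_Zeb2, and Smad6 had none in these 13 cells. The cells overlapped for all of them. Id2 was at 266.1 CPM in R26_Zeb2, above every CTR cell (pooled 22.4 CPM), a ratio of 11.9 that ranged from 7.57 to 29.7 with 1 cell left out.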
